# Fungal secondary metabolism is governed by an RNA-binding protein CsdA/RsdA complex

**DOI:** 10.1038/s41467-023-43205-2

**Published:** 2023-11-14

**Authors:** Zili Song, Shuang Zhou, Hongjiao Zhang, Nancy P. Keller, Berl R. Oakley, Xiao Liu, Wen-Bing Yin

**Keywords:** Fungi, Microbial genetics

## Abstract

Production of secondary metabolites is controlled by a complicated regulatory network in eukaryotic cells. Several layers of regulators are involved in this process, ranging from pathway-specific regulation, to epigenetic control, to global regulation. Here, we discover that interaction of an RNA-binding protein CsdA with a regulator RsdA coordinates fungal secondary metabolism. Employing a genetic deletion approach and transcriptome analysis as well as metabolomics analysis, we reveal that CsdA and RsdA synergistically regulate fungal secondary metabolism comprehensively. Mechanistically, comprehensive genetic and biochemical studies prove that RsdA and CsdA co-localize in the nucleus and physically interact to achieve their functions. In particular, we demonstrate that CsdA mediates *rsdA* expression by binding specific motif “GUCGGUAU” of its pre-mRNA at a post-transcriptional level. We thus uncover a mechanism in which RNA-binding protein physically interacts with, and controls the expression level of, the RsdA to coordinate fungal secondary metabolism.

## Abstract (web summary)

RsdA regulates the secondary metabolism in fungi. Here the authors show that RNA-binding protein CsdA interacts with RsdA protein and regulates expression of RsdA, coordinating secondary metabolism in fungi.

## Introduction

Microbial natural products, known as secondary metabolites (SMs), continue to drive novel discoveries in chemistry, biology, and medicine and remain the best sources of drugs and drug leads^1–3^. Many of these compounds serve crucial functions for the microorganism itself and play significant roles in interactions with other organisms. Notable examples include the UV-resistant DHN-melanin^4^ and the anti-fungal phenazine synthesized during bacterial-fungal interactions^5^. Many of them have important pharmacological activities and are widely used in health, medicine, and agriculture^6^. Exemplars include the clinically instrumental antibiotic penicillin^7^, the immunosuppressant cyclosporine, and the cholesterol-lowering compound lovastatin^8^. However, discovering SMs with new structures using traditional approaches has become increasingly arduous, creating serious challenges in the development of new drugs. Extensive genomic data and bioinformatic analyses indicate that their huge numbers of secondary metabolic biosynthetic gene clusters (BGCs) for SM biosynthesis^9–11^. Only a small fraction of the products of SM biosynthetic genes have been identified because SM BGCs are silent under laboratory conditions^12–14^. To overcome this challenge, the development of innovative approaches is not only imperative but also critical. Gene regulation strategies have been effectively devised and implemented to activate dormant or low-expressed BGCs, enabling the exploration of novel fungal natural products^15^. Nonetheless, the intricate mechanisms underlying the regulation of SM genes in fungi remain only partially elucidated.

The production of SMs is controlled by a complex regulatory network involving multiple layers of regulation including pathway-specific regulation, epigenetic regulation, and global regulation^16–18^. Pathway-specific regulation is often mediated by pathway-specific transcription factors (PSTFs) located inside BGCs that bind to specific DNA sequences in the promoters of the other genes in the BGC. Among these known BGCs, 12 BGCs (42.3%) contain 16 PSTFs in *Aspergillus nidulans*, and 10 BGCs (55.6%) contain 12 PSTFs in *Aspergillus fumigatus*^19^. To illustrate, AflR, a TF, specifically regulates aflatoxin and sterigmatocystin synthesis in *Aspergillus flavus* and *A. nidulans*^20,21^, respectively; GliZ regulates gliotoxin synthesis in *A. fumigatus*^22^. In addition, the epigenetic remodeling of the chromosome landscape by altering transcriptional accessibility to BGCs plays a significant role in regulating the expression of cryptic fungal BGCs^23–25^, by modifying proteins such as the histone deacetylase HdaA and the methyltransferase CclA^26,27^. Fungal secondary metabolism is also regulated by global regulators^13^. Examples include the regulation of gibberellin biosynthesis in *Fusarium fujikuroi* by the nitrogen regulator AreA^28^, the regulation of patulin biosynthesis in *Penicillium expansum* by the carbon regulator CreA^29^, and the regulation of sterigmatocystin biosynthesis in *A. nidulans* by the pH regulator PacC^30^. In fact, fungal SM regulation does not follow a strict hierarchical regime in most cases, multiple levels of regulation interact together^15^. To illustrate, the global regulator LaeA regulates ~50% of BGCs and forms a heterotrimeric velvet complex with VelB and VeA to regulate fungal secondary metabolism and development in response to light signals^31,32^. In epigenetic regulation, the S-adenosyl methionine binding site in LaeA also implies that LaeA might influence the accessibility of binding factors to chromatin regions of BGCs^15,31^. Very recently, we identified a regulator of SM, PfRsdA, in a plant endophytic fungus *Pestalotiopsis fici*. A NCBI BLAST search of PfRsdA indicated the presence of a single predicted PAT1 domain at the *N*-terminus with an unclear function. However, despite the limited domain prediction, PfRsdA is involved in the regulation of over 50% of BGCs^33^.

In exploring how RsdA regulates secondary metabolism comprehensively, we have discovered that it is part of an RNA-binding protein (RBP) complex suggesting that it works through a post-transcriptional regulatory mechanism. In this study, we have designated the RBP CsdA because it acts as a coordinator of secondary metabolism and development in fungi. We demonstrate that the loss of *csdA* results in comprehensive changes of fungal secondary metabolism in *P. fici*. Targeted gene deletions in combination with comprehensive transcriptome and metabolomic analysis reveal that RBP CsdA interacts with RsdA comprehensively regulates fungal secondary metabolism. The process further gets confirmed by an in vitro pull-down assay and in vivo bimolecular fluorescence complementation (BiFC) assays. Interestingly, CsdA influenced the expression level of *rsdA* by pre-mRNA splicing at a specific motif GUCGGUAU and furthermore determined the functional mode of RsdA. The post-transcriptional regulatory model of RBP complex broadens our understanding of complex fungal regulatory networks of fungal secondary metabolism and provides a potential approach for the exploitation of bioactive fungal natural products.

## Results

### Identification of CsdA, an RNA-binding protein, associated with the regulator RsdA

Previous studies have demonstrated that RsdA and its homologs comprehensively regulate the secondary metabolism of various fungi such as *A. flavus*^34^, *A. nidulans*^35^, and the plant endophytic fungus *P. fici*^33^. We presumed that RsdA has a common regulatory mechanism on secondary metabolism in filamentous fungi. In order to investigate the function of RsdA, we drew inspiration from the comprehensive regulatory role of the trimeric VelB/VeA/LaeA complex and the KdmB-EcoA-RpdA-SntB chromatin complex in fungal development and secondary metabolism^25,32^, as well as the presence of an unknown functional domain in RsdA. Based on these observations, we hypothesized that RsdA may engage in interactions with other proteins, potentially forming complexes that contribute to its regulatory function. We therefore used a combination approach including pull-down assays^36^, liquid chromatography-mass spectrometry (LC-MS), and multi-omics analysis to find its interacting proteins (Fig. 1a). Pull-down of purified bait protein RsdA (PFICI_10532) (Supplementary Fig. 1a) with total soluble proteins from *P. fici* (Fig. 1b and Supplementary Fig. 1b), resulted in the identification of 348 proteins in reaction solutions by Mascot (*p* < 0.05) software (Supplementary Data 1). After removing duplicate proteins in the RsdA and total protein lanes, a total of 201 proteins were specifically captured by RsdA (Fig. 1b). The mass spectrometry scores of these 201 proteins were then combined with gene expression analysis of previous transcriptome data^33^ of an Δ*rsdA* mutant (Fig. 1c). A variety of proteins with high scores or significant changes in gene expression were retrieved. To narrow down target proteins, differential bands (Supplementary Fig. 1b) from a second batch pull-down were cut out and identified by LC-MS. Seven of these 10 proteins that had high scores and were identified repeatedly were selected for further analysis (Fig. 1c and Supplementary Fig. 1c). To avoid missing some of the target genes, we also selected three genes that displayed significant changes (Log_2_foldchange = −6.21 (*PFICI_13471*), −6.04 (*PFICI_04808*), 5.66 (*PFICI_13986*)) in the transcriptome data of the Δ*rsdA* mutant (Fig. 1c). Ten candidate genes in all were chosen.

**Fig. 1:**
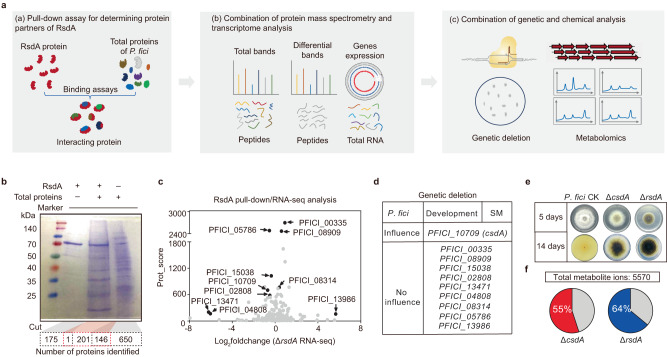
Identification of the RsdA-associated protein CsdA. **a** Workflow of RsdA-associated proteins screening. **b** Brilliant blue G-stained 12% SDS-polyacrylamide gel electrophoresis of the RsdA-associated proteins. Lane 1: marker. Lane 2: purified RsdA protein (80.4 kDa), control group. Lane 3: proteins captured by RsdA from the total proteins of *P. fici*, experimental group. Lane 4: total proteins extracted from *P. fici*, control group. The dashed lines below represent the number of proteins identified for lanes 2–4 by LC-MS, respectively. A total of 201 proteins with positive scores and 146 proteins with negative scores were screened in the experimental group after subtracting the mass score of the control group, respectively. **c** Proteins specifically captured by RsdA were scored and analyzed for gene expression. Black spots show high protein scores or significant changes in gene expression. **d** Ten genes targeted for deletion in *P. fici* for analysis of development and secondary metabolism. Table showing genes affecting development and secondary metabolite (SM). **e** Morphological phenotypes, and pigment accumulation in *csdA* and *rsdA* deletants in *P. fici. P. fici* CK stands for *P. fici* Cas9. **f** Differential ion products from metabolomic data in *P. fici* and its mutants. Statistical analysis was performed by using *t*-test (two-tailed), and the exact *p* values were shown in Supplementary Data 3 (*n* = 2 biologically independent replicates). Differential metabolic ions: *p* < 0.05, |Log_2_foldchange| > 1. Source data are provided as a Source Data file.

We presumed that proteins associated with RsdA function should influence fungal development and secondary metabolism. Each of these 10 candidate genes was consequently deleted individually in *P. fici* employing a previously established CRISPR/Cas9 method^37^ (Supplementary Fig. 1d). Growth/phenotype examination and SM analysis of those mutants (Supplementary Fig. 1e–g), revealed that only the *PFICI_10709* deletion mutant exhibited slow growth and chemical profile changes, while other mutants were similar to the control strain (Fig. 1d). This suggests that PFICI_10709 may function in association with RsdA (Fig. 1e, f); thus, we designated PFICI_10709 as CsdA, a coordinator of secondary metabolism and development. Blastp analysis of PFICI_10709 revealed that it contains one RNA recognition motif (RRM) and two Zn-Fingers (ZnFs), indicating that it is an RBP (Supplementary Fig. 1h).

### CsdA and RsdA are ubiquitous in filamentous fungi and comprehensively regulate the development and metabolism

Knowing that RsdA is ubiquitous in fungi^33^, we explored the distribution of RsdA or CsdA homologs in 1474 or 1535 species (Supplementary Fig. 2), respectively, by a systematic search of fungal genome data deposited in the NCBI database. Multi-gene combined analyses of *lsu*, *ssu*, *rpb1*, *rpb2*, *its*, and *ef1* from identified 163 species were incorporated to construct a phylogenetic tree^38^ (Supplementary Data 2). The results displayed that CsdA and RsdA were widely distributed in Ascomycota, including Sordariomycetes, Leotiomycetes, Dothideomycetes, Eurotiomycetes, and Pezizomycetes. Proteins homologous with CsdA and RsdA showed more than 60%/40% identity and 70%/60% coverage, respectively. In contrast, CsdA and RsdA exhibited low identity/coverage of ca. 30%/20% in Mucoromycota and Basidiomycota (Fig. 2a). These results indicate that CsdA and/or RsdA may have similar functions in Ascomycota, but these may differ in Basidiomycota and Mucormycota.

**Fig. 2:**
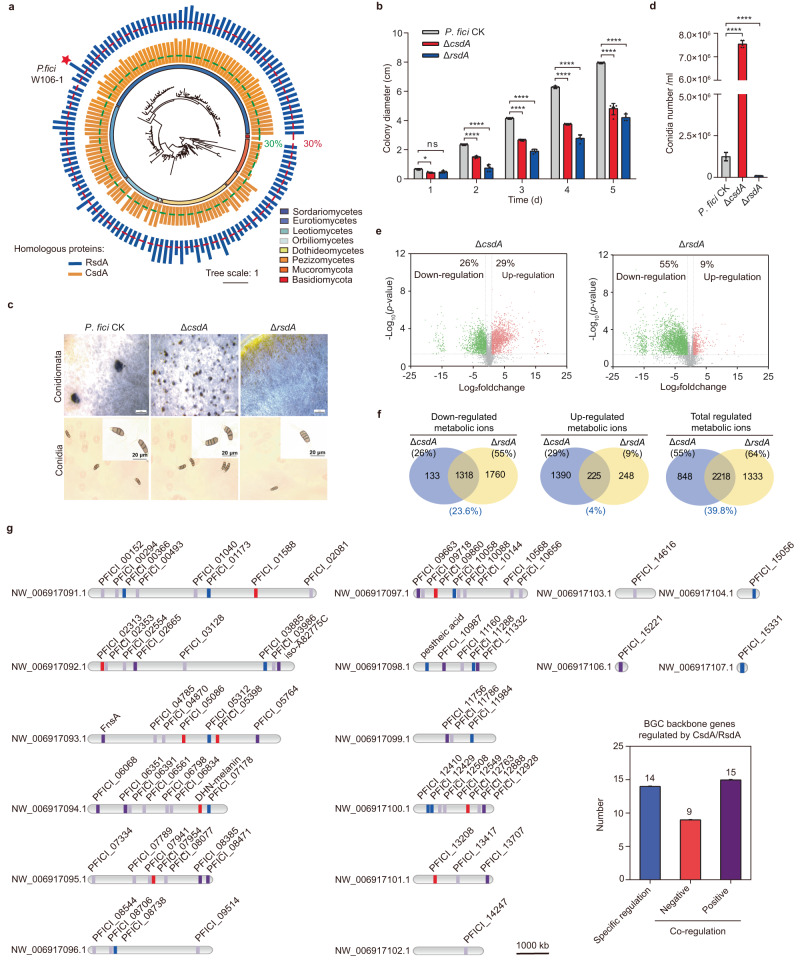
CsdA and RsdA work together to control fungal development and comprehensive metabolism. **a** Phylogenetic tree of fungal species that contain both CsdA and RsdA. Star: fungal species shown in this study. Outer columns: homology between RsdA and its homologs. Inner columns: homology between CsdA and its homologs. **b** Measurement of radial growth in the Δ*csdA* and Δ*rsdA* mutants of *P. fici*. **c** The conidiomata and conidia in *P. fici* and their mutants were analyzed microscopically. Top row: scale bar = 2 mm, bottom row: scale bar = 20 μm. **d** Conidial production in *P. fici* and their mutants. **e** Volcano plots show the differentially regulated metabolic ion products of *P. fici* mutants versus the control. **f** Metabolomic analysis of total metabolic ions co-regulated by CsdA and RsdA in *P. fici*. Blue: the minimum percentage of metabolites regulated by CsdA and RsdA. **g** The distribution and expression levels of secondary metabolite biosynthesis gene clusters were analyzed by transcriptome data in *P. fici* and its mutant. The 76 BGCs were distributed in 16 scaffolds of the *P. fici* genome. Gray: backbone genes not regulated by *csdA* and *rsdA*. Blue: backbone genes regulated solely by *csdA* or *rsdA*. Red: backbone genes negatively regulated by *csdA* and *rsdA*. Purple: backbone gene positively regulated by *csdA* and *rsdA*. Specific regulation: backbone genes are significantly regulated by *csdA* and *rsdA*, but with opposite patterns of regulation. Data are presented as means ± SD (*n* = 5 biologically independent replicates) (**b**, **d**). Statistical analysis was performed by using two-way ANOVA (ns not significant, *p* = 0.0863. Significant at *p = 0.0341, ****p < 0.0001). Source data are provided as a Source Data file.

To confirm the functioning of CsdA and RsdA in the regulation of the development and metabolism of *P. fici*, the phenotypes and metabolomics of the Δ*csdA* and Δ*rsdA* mutants were compared and analyzed in comparison to an isogenic control strain. Similar to the Δ*rsdA* mutant, the growth rate of the Δ*csdA* mutant was dramatically slower over a 5-day period than the control strain (Fig. 2b). Interestingly, stereomicroscopic observation of those two deletion mutants demonstrated that the number of conidiomata increased obviously in the Δ*csdA* mutant but decreased in the Δ*rsdA* mutant in comparison to the control (Fig. 2c). Consistent with these observations, quantitation revealed that the Δ*csdA* strain showed a 60-fold increase in conidial number, while the Δ*rsdA* strain showed a 13-fold decrease compared to the control (Fig. 2d). Deletion of *rsdA* in the Δ*csdA* background can complement the conidial number defect, suggesting that the effects of the two deletions are independent and additive in some cases (Supplementary Fig. 3). Usually, a conidium of *P. fici* contains five specialized cells with three median concolorous cells^4,39^. However, some of the conidia in both deletion mutants showed abnormal morphologies such as two or four median concolorous cells in 5-celled conidia (Fig. 2c). Moreover, black pigment accumulation was observed in both Δ*csdA* and Δ*rsdA* strains (Fig. 1e). Therefore, our results demonstrate that both RsdA and CsdA play key roles in growth and conidial formation as well as pigmentation of *P. fici*.

Often the development and metabolism of fungi are closely linked. Comparative metabolome analysis revealed that a total of 5570 ion peaks of metabolites were detected (Supplementary Data 3 and Supplementary Fig. 1i). Among them, 3063 (55%) and 3565 (64%) differential ionic products were produced in the Δ*csdA* and Δ*rsdA* mutants (adjusted *p* < 0.05 and |log_2_foldchange| > 1), respectively (Fig. 1f). For the differential ionic products of the Δ*csdA* strain, 1615 (29%) showed up-regulation and 1448 (26%) were down-regulated (Fig. 2e). In contrast, among the differential ionic products of the Δ*rsdA* strain, 501 (9%) exhibited up-regulation while 3064 (55%) were down-regulated (Fig. 2e). Further Venn analysis^40^ revealed that a total of 2218 (39.8%) metabolic ionic products were co-regulated by CsdA and RsdA, of which 1318 (23.6%) were down-regulated and 225 (4%) were up-regulated (Fig. 2f). These results indicated that both *csdA* and *rsdA* have comprehensive regulatory functions in the metabolism of *P. fici*. Interestingly, some SMs, e.g., DHN-melanin, asperpentyn, and iso-A82775C were significantly regulated in each deletant of *csdA* or *rsdA* (Supplementary Fig. 1g).

### Co-regulation of genes related to fungal development and secondary metabolism by CsdA and RsdA

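Total RNA from mycelia of the control strain and the Δ*csdA* and Δ*rsdA* mutants of *P. fici*, grown on PDA at 25 °C for 5 days, was sequenced with 3 replicates of each strain. The deposited records label the control libraries as wild type, whereas the paper's transcriptome tables call the control *P. fici* CK. The records name TRIzol and a NEBNext kit for the RNA and the libraries, and the paper's methods name a TranZol kit. The authors deposited FPKM for each gene in each library, made from clean reads mapped with HISAT2; the program that counted the reads, the genome build and the annotation are not named in the methods.
The deleted genes were looked at first, as a check of the labels. *csdA* (PFICI_10709) was listed at 0 FPKM in all 3 Δ*csdA* libraries, at 39.2 ± 16.3 FPKM (SD, n = 3) in the control and at 33.9 ± 1.12 FPKM (SD, n = 3) in Δ*rsdA*. *rsdA* (PFICI_10532) was listed at 0 FPKM in all 3 Δ*rsdA* libraries, at 278 ± 163 FPKM (SD, n = 3) in the control and at 135 ± 9.37 FPKM (SD, n = 3) in Δ*csdA*.
The low FPKM values of each library step in whole fragments, which gives the depth behind them. Between 2791907 and 3723988 fragments per library were recovered in this way, with medians of 2833470 in the control, 3143750 in Δ*csdA* and 3227543 in Δ*rsdA*. Each mutant was compared with the control by limma on log2(FPKM + 1), over the genes with a mean of at least 1 FPKM in the 6 libraries compared. Fold changes from these fits are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the genes tested.

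**Figure D1:**
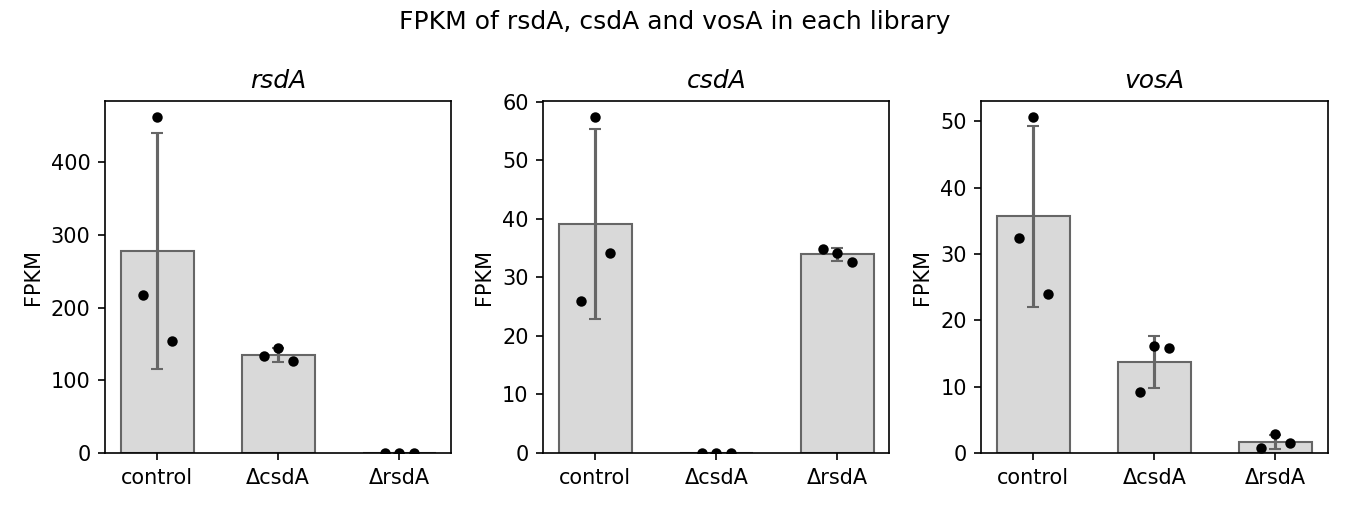
FPKM of *rsdA*, *csdA* and *vosA* (vertical axes, starting at 0) in the control, Δ*csdA* and Δ*rsdA* strains. Bars are means, error bars the SD and points the 3 libraries of each strain; each deleted gene is at 0 FPKM in its own mutant.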

To obtain a comprehensive understanding of which genes or pathways regulated by CsdA and RsdA are associated with fungal growth, development, and secondary metabolism, we carried out a comparative transcriptome (RNA-seq) analysis of the Δ*csdA*, Δ*rsdA*, and control strains. 

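The deposited files list 17719 transcripts for each library. Of these, 87.0% carry an NCBI Gene identifier, and every such identifier was matched to a locus tag of the *P. fici* assembly. The other 13.0% are unannotated transcripts with no such identifier. In all 9 libraries 619 transcripts were at 0 FPKM, 17100 were above 0 in at least 1 library and 11785 were above 0 in every library. Per library, 14155 to 15824 transcripts were above 0.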

A total of 17,719 unique transcripts were detected. Differentially expressed genes (DEGs) were analyzed between the mutants and the control when the average reads of the corresponding transcripts differed with an adjusted *p* < 0.05. Notably, 1262 (7%) and 5478 (31%) DEGs exhibited more than twofold changes in expression levels in the Δ*csdA* and Δ*rsdA* mutants, respectively, compared with the control (Supplementary Fig. 4a, b). 

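With limma, 351 of 14158 genes tested differed between Δ*csdA* and the control at an adjusted p under 0.05 and a change of more than 1 on the log2 scale, 218 higher and 133 lower in the mutant. This number depends on the libraries kept. Without control replicate 3 it was 2957, although fewer libraries were fitted. It was 64 without control replicate 1, 231 without control replicate 2, and between 19 and 28 without any 1 of the Δ*csdA* libraries. Fewer libraries by themselves lower such a count, so these falls do not single out a library. In Δ*rsdA*, 5403 of 14149 genes passed the same threshold, 2418 higher and 2985 lower, and between 4133 and 5531 did with each library left out in turn. The 351 and 5403 genes are 2.0% and 30.5% of the transcripts in the files. The values of the 3 mutant libraries did not overlap those of the 3 control libraries for 27.6% of the genes tested in Δ*csdA* and 52.1% in Δ*rsdA*, where chance gives 10%.
Among the genes with the largest changes in Δ*csdA*, PFICI_12275 rose from 0 FPKM in every control library to a mean of 26.4 FPKM (log2 fold change 4.77, adjusted p = 0.000819 from limma), and PFICI_04300 rose from 17.4 to 345 FPKM (4.44, adjusted p = 0.00304). PFICI_14675 and PFICI_12286 rose by 4.40 and 4.24, and an unannotated transcript by 4.08. Apart from *csdA* itself, PFICI_04505 had the largest fall, from 802 to 29.1 FPKM (-4.40, adjusted p = 0.0117), followed by PFICI_10363 (-4.39), PFICI_14290 (-4.16) and an unannotated transcript (-4.01). The calls of PFICI_04505, PFICI_10363 and the unannotated transcript that fell were lost when control replicate 1, or Δ*csdA* replicate 1 or 2, was left out, and for PFICI_10363 and the transcript also without Δ*csdA* replicate 3. Without these libraries their adjusted p-values from limma lay between 0.0536 and 0.144. With every library kept, the call of PFICI_10363 was also lost with a pseudocount of 0.1 (adjusted p = 0.0594 from limma). It was lost too with voom on recovered fragments, added after the data were seen (adjusted p = 0.0859 from limma).
In Δ*rsdA*, PFICI_07203 rose from a mean of 0.826 FPKM in the control to 17920 FPKM (log2 fold change 13.51, adjusted p = 6.13e-08 from limma). PFICI_05757, PFICI_02609, PFICI_11979 and PFICI_14619 rose by 12.68, 12.60, 12.55 and 11.69. The largest fall was that of the same unannotated transcript, from 7309 to 0.147 FPKM (-12.39, adjusted p = 1.79e-07), followed by PFICI_13419 (-10.48), PFICI_13642 (-9.86), PFICI_12130 (-9.46) and PFICI_13420 (-9.27).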

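Across both comparisons with the control, 208 genes passed the threshold in Δ*csdA* and in Δ*rsdA*. Of these, 62 were higher in both mutants, 103 were lower in both and 43 changed in opposite directions. The overlap follows the Δ*csdA* calls: it was 1479 without control replicate 3, 38 without control replicate 1, and between 10 and 16 without any 1 of the Δ*csdA* libraries. The opposite changes were largest for PFICI_04089 (log2 fold change 2.36 in Δ*csdA* and -5.40 in Δ*rsdA*), PFICI_08163 (2.62 and -3.885) and PFICI_01713 (2.99 and -3.47). The call of each of these 3 genes in Δ*csdA* was lost without control replicate 1 or any 1 of the Δ*csdA* libraries, and for PFICI_08163 and PFICI_01713 also without control replicate 2 (adjusted p-values between 0.0573 and 0.147 from limma).
Both comparisons share the control libraries, which by itself makes the fold changes of unchanged groups correlate. In 100 simulations of unchanged groups against these controls, Pearson's r across 13478 genes was 0.485 on average (0.465 to 0.504). In every draw 0 genes were called in either group, so none could be called in both and the overlap was not tested. The observed r was 0.312 and Spearman's rho 0.246, beside a simulated rho of 0.46. Real changes in a mutant, which the simulated groups lack, also move r. An observed r under the simulated one thus does not show that the mutants agree less than shared controls give. Genes are not independent replicates, so no p-value is given for these correlations. Compared directly, 6636 of 14448 genes differed between Δ*rsdA* and Δ*csdA*, 2719 higher and 3917 lower in Δ*rsdA*.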

Further statistical analyses established that a total of 720 genes were co-regulated by CsdA and RsdA (Supplementary Fig. 4c). We identified the genes involved in the regulation of fungal development in *P. fici* by blastp, and they included *stuA*, *medA*, *flbA*, *fadA*, *vosA*, *velB*, etc (Supplementary Fig. 5a). 

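Of the 12 genes that Supplementary Fig. 5a lists, 0 were called by limma in Δ*csdA* over all genes tested, 2 had an unadjusted p under 0.05 with a log2 change above 1, and 2 were called when adjusted over the list alone. Both times these 2 were *csnE* and *vosA*. In Δ*rsdA*, 3 were called over all genes and 3 adjusted over the list alone. *csnE* (PFICI_12631) was at 17.1 ± 8.85 FPKM (SD, n = 3) in the control and 48.2 ± 6.96 FPKM (SD, n = 3) in Δ*csdA* (log2 fold change 1.54, standard error 0.365, adjusted p = 0.0627 from limma), and was called without control replicate 3 (1.91, adjusted p = 0.00443). *velB* (PFICI_01876) rose in Δ*rsdA* from 7.73 ± 1.99 to 21.1 ± 4.36 FPKM (SD, n = 3; 1.34, standard error 0.33, adjusted p = 0.00952 from limma). *hdaA* (PFICI_08988) fell there from 20.4 ± 2.73 to 8.17 ± 2.58 FPKM (SD, n = 3; -1.25, standard error 0.334, adjusted p = 0.0144 from limma), and was not called without Δ*rsdA* replicate 2 (adjusted p = 0.0582 from limma) or 3 (adjusted p = 0.0621 from limma). *fadA* (PFICI_12987) changed by -0.85 in Δ*csdA* and 0.88 in Δ*rsdA*, neither called, and differed by 1.73 between the mutants (adjusted p = 0.000108 from limma). Without control replicate 3 it was called in Δ*csdA* (-1.08, adjusted p = 0.0289 from limma). Without control replicate 2, *fadA* was called in Δ*rsdA* (1.18, adjusted p = 0.0172 from limma). *laeA* and *esa-1* rose by 0.87 and 0.83 in Δ*rsdA*, under the threshold for the size of the change. *stuA*, *medA*, *flbA*, *rlmA* and *veA* lay between -0.39 and 0.43 in both mutants.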

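*vosA* (PFICI_09660) was at 35.7 ± 13.6 FPKM (SD, n = 3) in the control, 13.7 ± 3.91 FPKM (SD, n = 3) in Δ*csdA* and 1.68 ± 1.07 FPKM (SD, n = 3) in Δ*rsdA*. All 3 libraries of each mutant lay below all 3 control libraries. The log2 fold change was -1.29 in Δ*csdA* (standard error 0.358, adjusted p = 0.0912 from limma) and -3.79 in Δ*rsdA* (standard error 0.421, adjusted p = 9.05e-05 from limma). An exact two-sided permutation test gave p = 0.1 for each mutant, the smallest p that 3 libraries against 3 allow. With each library left out in turn, the change in Δ*csdA* lay between -1.535 and -1.01, and it was called only without control replicate 3 (adjusted p = 0.0164 from limma). The change in Δ*rsdA* lay between -4.08 and -3.50 and was called each time.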

By transcriptome analysis, we found that *vosA*, a gene associated with fungal asexual development, was significantly down-regulated in both Δ*csdA* and Δ*rsdA* strains (Supplementary Fig. 5b, c). This is consistent with our findings of similar conidial morphologies in the Δ*csdA* and Δ*rsdA* mutants (Fig. 2c).

Focusing on secondary metabolism, the transcriptome data of 76 BGC backbone genes^41,42^ distributed in 16 scaffolds of the *P. fici* genome were analyzed in depth (Fig. 2g). Among them, the expression levels of 45 (59%) and 54 (71%) of the backbone genes showed significant changes in the Δ*csdA* and Δ*rsdA* mutants, respectively (Supplementary Data 4 and Supplementary Fig. 6). 

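The backbone genes examined here are the 61 named in Supplementary Fig. 6, each found in the block of its cluster in Supplementary Data 4; the paper chose them on these libraries, so counts over them are not independent evidence. Of the 45 listed as changed in Δ*csdA*, 29 had a mean of at least 1 FPKM and were tested, and 2 were called by limma. Of the 54 listed for Δ*rsdA*, 37 were tested and 21 were called, 9 higher and 12 lower. Adjusted over the list alone, 4 of the 61 were called in Δ*csdA* and 23 in Δ*rsdA*. At an unadjusted p under 0.05 with the same fold threshold, 9 were in Δ*csdA* and 25 in Δ*rsdA*. By the ratio of group means alone, with no test, 28 changed by more than 2-fold in Δ*csdA* and 54 in Δ*rsdA*. Counts by this ratio, here and below, take in genes with a mean of 0 FPKM in 1 group and traces in the other. PFICI_08077 is such a gene, with log2 fold changes of 0.07 in Δ*csdA* and 0.05 in Δ*rsdA* without the filter. The 2 calls in Δ*csdA* became 10 without control replicate 3 and 0 without any 1 of the other 5 libraries.
The calls in Δ*csdA* were PFICI_05312, which fell by 3.36 on the log2 scale (adjusted p = 0.0237 from limma), and PFICI_09860, which rose by 1.76 (adjusted p = 0.0386 from limma). In Δ*rsdA*, the largest rises on the log2(FPKM + 1) scale were those of *pfmaE* (PFICI_07101, 8.38), PFICI_12763 (3.36) and PFICI_09860 (2.89). The largest falls on that scale were those of PFICI_12410 (-4.11), PFICI_01040 (-3.87) and PFICI_11288 (-3.02). Adjusted p-values of these 6 genes lay between 6.29e-08 and 0.00439 in limma. The order differs by the ratio of group means, where PFICI_11288 (-5.43) and PFICI_15056 (-5.23) fell more than PFICI_12410 (-4.82). PFICI_05086 (3.29) then also rose more than PFICI_09860 (3.05). *ptaA* (PFICI_10824) changed by 1.06 in Δ*csdA* (adjusted p = 0.232 from limma) and by -0.10 in Δ*rsdA* (adjusted p = 0.909 from limma).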

By comparing the differentially expressed backbone genes between Δ*csdA* and Δ*rsdA* mutants, we found that a total of 38 genes (50%) were significantly regulated in both mutants, 24 showed the same expression trend, and 14 showed the opposite expression trend (Fig. 2g). 

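Of the 61 backbone genes, 2 were called by limma in both mutants. PFICI_09860 was at 6.76 FPKM in the control, 24.9 in Δ*csdA* and 55.9 in Δ*rsdA*, higher in both. PFICI_05312 was at 229 FPKM in the control, 17.6 in Δ*csdA* and 803 in Δ*rsdA*, a change in opposite directions, and it differed by 5.42 on the log2 scale between the mutants (adjusted p = 1.69e-06 from limma). Without control replicate 3, 6 were called in both, 5 of them in the same direction. Without any 1 of the other control libraries or of the Δ*csdA* libraries 0 were called in both, and without Δ*rsdA* replicate 2 or 3 only PFICI_09860 was, since the rise of PFICI_05312 in Δ*rsdA* then had an adjusted p of 0.0691 or 0.0898 from limma. By the ratio of group means alone, 21 changed by more than 2-fold in both mutants, 15 in the same direction and 6 in opposite directions. Of the 38 that the lists name for both mutants, 24 had fold changes of the same sign in both, whatever their size.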

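The backbone gene *fnsA* (PFICI_04360) had 3.72 ± 2.29 FPKM (SD, n = 3) in the control, 0.662 ± 0.223 FPKM (SD, n = 3) in Δ*csdA* and 0.28 ± 0.16 FPKM (SD, n = 3) in Δ*rsdA*. Its log2 fold change was -1.37 in Δ*csdA* (standard error 0.481, adjusted p = 0.148 from limma) and -1.75 in Δ*rsdA* (standard error 0.494, adjusted p = 0.0185 from limma). It was called in Δ*csdA* without control replicate 3 (adjusted p = 0.0147 from limma), and was not called in Δ*rsdA* without control replicate 1 or 2, or without Δ*rsdA* replicate 2 or 3 (adjusted p-values between 0.0538 and 0.0686 from limma). By the ratio of group means with no test, 6 backbone genes rose and 9 fell by more than 2-fold in both mutants.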

Among the 24 genes with the same expression trend, 9 genes encoding 3 polyketide synthases (PKSs), 1 non-ribosomal polypeptide synthases (NRPSs), 1 terpene synthase (TC) and 4 others were up-regulated, and 15 genes encoding 7 PKSs, 4 NRPSs, 1 TC, 1 NRPS/PKS hybrid enzyme (the FnsA we recently identified^43^) and 2 others were down-regulated in both mutants (Fig. 2g). Taken together, CsdA and RsdA alone or together, regulate fungal metabolic processes by affecting the expression levels of genes related to metabolic processes.

### CsdA and RsdA co-localize in the nucleus and physically interact each other to form RBP complex

To contribute to the understanding of the function of CsdA and RsdA, we initially analyzed the subcellular localization of RsdA and CsdA in *P. fici*. There are two nuclear localization signals in the *C*-terminus of RsdA, DIPDAKKRKFI (533–543 aa) and RVGKRRWSERM (710–720 aa), but not in CsdA (Supplementary Fig. 7a, b). Individually, green fluorescent protein (sfGFP) fused with RsdA and red fluorescent protein (mCherry) fused with CsdA were expressed in *P. fici*. In the recombinant RsdA-sfGFP or CsdA-mCherry strain, green or red fluorescence signals were detected effectively by fluorescence microscopy (Fig. 3a). Furthermore, overlaying the signals with DAPI (4’,6-diamidino-2-phenylindole, a DNA binding dye) fluorescence identified that RsdA and CsdA were both localized in the nucleus (Fig. 3a). Based on the above results, an in vitro His pull-down was carried out to confirm the interaction between the two proteins (Fig. 3b). RsdA immobilized on nickel magnetic beads was co-incubated with the purified target protein GST-CsdA (Supplementary Fig. 10b), and the target bands were detected by western blotting (Fig. 3b). In the input samples, RsdA-His (80.4 kDa) and GST-CsdA (93.6 kDa) were distinctively detected by anti-His and anti-GST antibodies, respectively, signifying the feasibility of a pull-down assay for sample detection. In the experimental group, we detected that GST-CsdA was efficiently pulled down by RsdA-His (Fig. 3b), confirming direct physical interactions between RsdA and CsdA. To further validate the interaction between RsdA and CsdA in the nucleus, a BiFC assay was conducted in *P. fici* (Fig. 3c). The recombined yellow fluorescent protein (YFP) signals from RsdA-YFP^N-terminal^ and CsdA-YFP^C-terminal^ in the fusant exhibited co-localization with the nuclear DAPI, while no YFP fluorescence signals were detected in the control (Fig. 3c). These results indicate that the physical interaction between CsdA and RsdA promoted the physical interaction of the two portions of YFP in the nucleus.

**Fig. 3:**
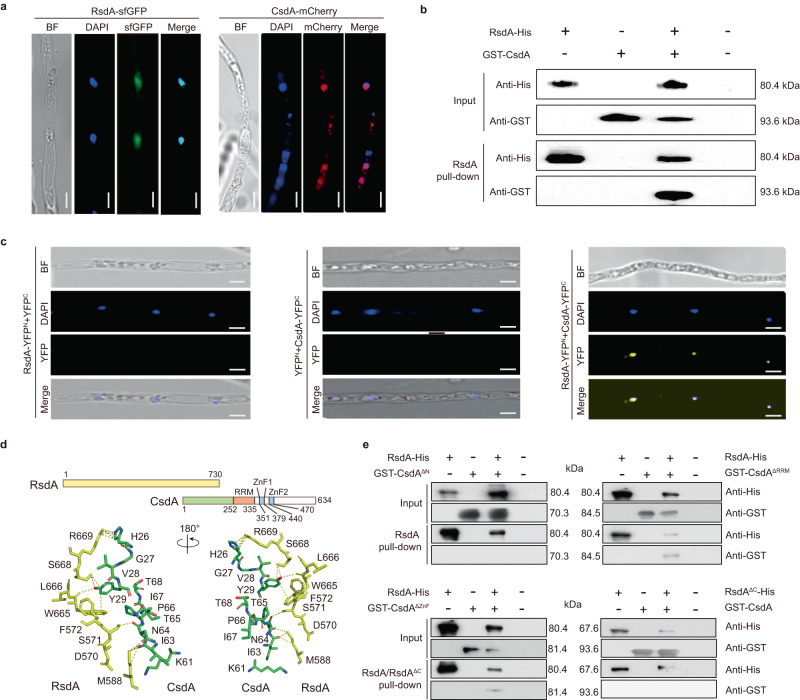
Both CsdA and RsdA are localized in the nucleus and physically interact with each other. **a** Subcellular localization of RsdA (left panel) and CsdA (right panel) in *P. fici*. RsdA-sfGFP or CsdA-mCherry localizes in the nucleus and co-localize with DAPI signals. Nuclei in hyphae were stained with 4’, 6-diamidino-2-phenylindole (DAPI). BF bright-field. Scale bars, 5 μm. **b** The interaction between CsdA and RsdA was studied by in vitro pull-down assay. **c** The interaction between RsdA with CsdA was studied by in vivo bimolecular fluorescence complementation (BiFC). The strains harboring a single construct (RsdA-YFP^N^ or CsdA-YFP^C^) was used as a negative control. Scale bars, 5 μm. **d** The interaction model of CsdA and RsdA was predicted by Alphafold2. The docking sites on the RsdA amino acid sequence are in the *C*-terminal region and the docking sites of the CsdA amino acid sequence are in the *N*-terminal region. **e** The key sites of CsdA and RsdA interaction were confirmed by in vitro pull-down assays. The *N*-terminal region of CsdA and the *C*-terminal region of RsdA are necessary for their interaction. Source data are provided as a Source Data file.

To determine the amino acid sequence on which CsdA interacts with RsdA, AlphaFold2^44^ was used to predict the three-dimensional structure of CsdA and RsdA as well as their dimer structure (Supplementary Fig. 7c, d). The three-dimensional structure scores of CsdA and RsdA were 71.64 and 60.98 (Supplementary Figs. 8 and 9), respectively. Therefore, we predicted the dimer model of CsdA and RsdA to find the interaction sites between CsdA and RsdA (Supplementary Fig. 10a). The dimer structure model showed that the potential interaction sites of RsdA were S668, R669 and other sites in the *C*-terminal region, and the potential interaction sites of CsdA were in the exonuclease domain in the *N*-terminal region (Fig. 3d and Supplementary Fig. 10a). Next, we expressed and purified GST-CsdA^ΔN-terminal^, GST-CsdA^ΔRRM^, GST-CsdA^ΔZnF^, and RsdA^ΔC-terminal^ -His proteins in vitro (Supplementary Fig. 10b). By pull-down assays of the GST-CsdA^ΔN-terminal^, GST-CsdA^ΔRRM^ or GST-CsdA^ΔZnF^ with RsdA as well as GST-CsdA with RsdA^ΔC-terminal^ in vitro, we only detected weak bands in the reaction of GST-CsdA^ΔRRM^ or GST-CsdA^ΔZnF^ with RsdA-His protein (Fig. 3e). In addition, we deleted the *N*-terminus of CsdA or the *C*-terminus of RsdA in *P. fici* to verify the function of the CsdA/RsdA complex. The results showed that both CsdA^ΔN-terminal^ and RsdA^ΔC-terminal^ mutants showed slow growth, abnormal conidial morphology, and different metabolic profiles compared with the control strain (*P. fici* CK). This suggests that CsdA regulates the growth, development, and metabolism of fungi by interacting with RsdA (Fig. 4). This result was also confirmed by the mutation of amino acid residues (H26-Y29) which were in the predicted CsdA and RsdA interaction sites (Fig. 4). To further address the function of CsdA, RsdA and their complex in metabolic regulation, we performed functional enrichment and metabolic analysis from transcriptomic and metabolomic levels. From the transcriptomic level, we reveal that the functions of CsdA are involved in carbon metabolism and TCA cycle, RsdA are involved in carbon metabolism and amino acid metabolism, and CsdA/RsdA complex are involved in carbon metabolism and terpenoid biosynthesis. From the metabolomic level, the metabolic ion peaks of 2830 (39%) and 3923 (55%) were significantly changed in the mutation of the binding sites H26-Y29 in the CsdA/RsdA complex or complete deletion of the interaction region (*N*-terminus of CsdA), respectively. These results suggested that this complex has a complicated function in metabolic regulation (Supplementary Fig. 11).

**Fig. 4:**
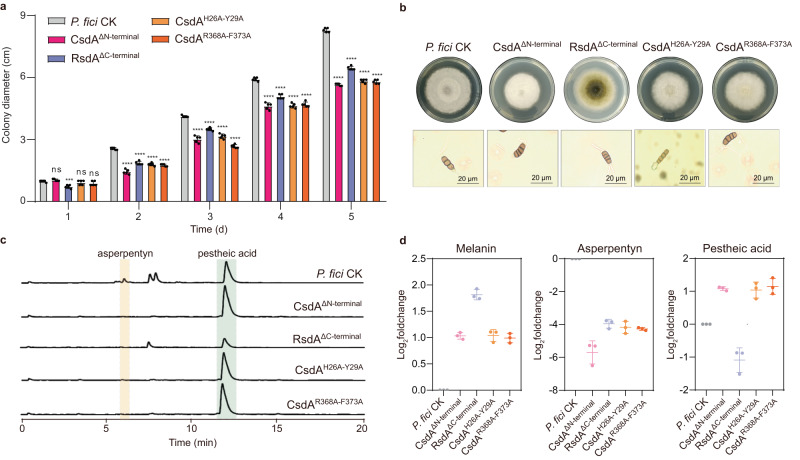
Mutations in the binding sites of CsdA and RsdA affect the development and secondary metabolism of *P. fici*. **a** Measurement of radial growth in *P. fici* and its mutant strains (*n* = 5 biologically independent samples). **b** Comparative analysis of colonies and conidial morphology between *P. fici* and its mutant strains. **c** HPLC analysis of SMs in *P. fici* and its mutant strains. UV absorptions at 254 nm are illustrated. **d** Production of representative SMs in *P. fici* and its mutant strains (*n* = 3 biologically independent samples). Data are presented as means ± SD (**a**, **d**). Statistical analysis was performed by using two-way ANOVA (ns not significant; CsdA^ΔN-terminal^ *p* = 0.7264; CsdA^H26A-Y29A^ *p* = 0.7264; CsdA^R368A-F373A^ *p* = 0.3008. Significant at ***p = 0.0002, ****p < 0.0001). Source data are provided as a Source Data file.

### CsdA mediates *rsdA* expression at the post-transcriptional level via pre-mRNA splicing

Having demonstrated that CsdA and RsdA interact and regulate secondary metabolism in fungi, we aimed to further decipher the function of CsdA as an RNA-binding protein. Therefore, we determined the relative expression levels of *rsdA* and *csdA* by a quantitative real-time PCR (qRT-PCR) in *P. fici* and its mutants, respectively. The expression of *rsdA* was found to be significantly down-regulated in the Δ*csdA* mutant, while the expression of *csdA* was not dramatically changed in *rsdA* was deleted (Fig. 5a). These results indicated that CsdA positively regulates the expression of *rsdA*. CsdA is an RBP, and it is generally believed that RBPs are involved in eukaryotic RNA metabolic processes, including alternative splicing, transport, and degradation, at the post-transcriptional level^45,46^. To probe the function of CsdA, the three-dimensional structure of CsdA was further analyzed. The results showed that the RRM domain (PfRRM) and ZnF domain (PfZnF) in CsdA (Supplementary Fig. 8) were similar to the general topology reported for RBPs^47^. By multiple alignments of RRM and ZnF from *P. fici*, *A. fumigatus*, and *A. nidulans* with sequences reported in humans, we identified conserved ribonucleoprotein domains 1 and 2 (RNP1, RNP2) in the fungal RRM domain and a conserved motif (W-X-C-X_2-4_-C-X_3_-N-X_6_-C-X_2_-C) belonging to the “CCCC” type of ZnF^48^ (Supplementary Fig. 12a–d). This suggests a potential function of CsdA in regulating RNA metabolism.

**Fig. 5:**
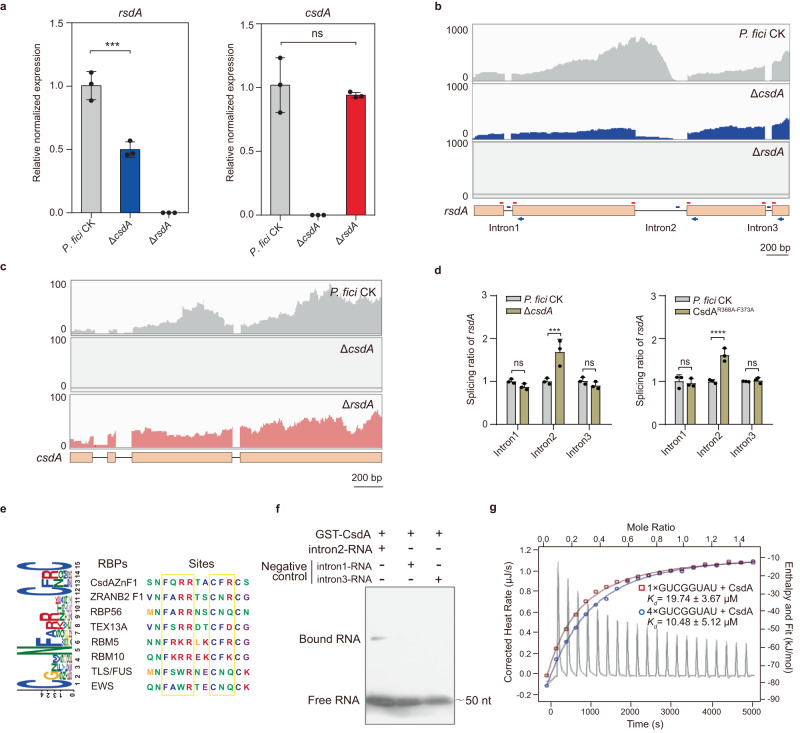
CsdA specifically regulates *rsdA* expression by binding to the motif GUCGGUAU for splicing of pre-mRNA. **a** The expression levels of *rsdA* or *csdA* in *P. fici* and its mutants were determined by qRT-PCR. CsdA positively regulates the expression of *rsdA* in *P. fici*. Statistical analysis was performed by using one-way ANOVA (ns not significant, *p* = 0.6738; Significant at ***p = 0.0003). **b** RNA-seq analysis of a Δ*csdA* mutant revealed expression abundance of *rsdA* compared to the control strain. The significant change in the 5’ end of *rsdA* intron 2 in Δ*csdA* and control strains suggests an alternative splicing role for CsdA. A schematic of the genes is shown at the bottom. The arrows and dashes indicate the positions of the primers used to measure intron splicing efficiency. The red dashes in the diagram represent the primers designed to amplify regions composed of exon-exon junctions after intron removal (splicing), while the blue dashes represent the primers designed within the introns that remain unspliced. **c** RNA-seq analysis from the Δ*rsdA* mutant revealed the expression abundance of *csdA* compared to the control strain. Values on the *y-*axis indicate reads per 10 million (**b**, **c**). **d** The splicing efficiency of *rsdA* pre-mRNA in the Δ*csdA* and CsdA^R368A-F373A^ mutants were determined by qRT-PCR. The splicing efficiencies were calculated as spliced RNA normalized to the level of unspliced RNA. Statistical analysis was performed by using two-way ANOVA (Left panel: intron1 *p* = 0.6356, intron3 *p* = 0.7377; Right panel: intron1 *p* = 0.9351, intron3 *p* = 0.9894; Significant at ***p = 0.0002, ****p < 0.0001). **e** Identification of binding motifs in CsdA using multiple EM motif elicitation (MEME) programs. **f** The binding of CsdA specificity to *rsdA* intron 2 was determined by EMSA assay. **g** Isothermal titration calorimeter (ITC) assays showed the binding of CsdA with 1 × GUCGGUAU or 4 × GUCGGUAU. Data are presented as means ± SD (*n* = 3 biologically independent replicates) (**a**, **d**). Source data are provided as a Source Data file.

With the comparative evaluation of the changes in abundance of transcripts between the Δ*csdA* mutant with the corresponding control strain, we discovered that the expression abundance of *rsdA* in the Δ*csdA* mutant was significantly reduced (Fig. 5b). However, the expression abundance of *csdA* in the Δ*rsdA* mutant did not change significantly (Fig. 5c). This illustrates that CsdA positively regulates the accumulation of *rsdA* in transcripts which was consistent with the above qRT-PCR analysis. 

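In the FPKM of whole genes, *rsdA* had 217, 462 and 154 in the 3 control libraries and 133, 145 and 127 in the 3 Δ*csdA* libraries, so every Δ*csdA* value lay below every control value. The difference between the means was smaller than the SD of the control. The log2 fold change was -0.88 (standard error 0.391, adjusted p = 0.221 from limma), and an exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. With each library left out in turn it lay between -1.23 and -0.44; it passed the threshold only without control replicate 3 (adjusted p = 0.0322 from limma). FPKM per gene hold no values per exon or intron, so the position of a change within *rsdA* was not analysed.
For *csdA* in Δ*rsdA*, the 3 libraries had 34.9, 34.2 and 32.7 FPKM. The log2 fold change against the control was -0.13 (standard error 0.341, adjusted p = 0.798 from limma), within the spread of the control libraries (exact two-sided permutation test, p = 0.9). It was 0.18 without control replicate 2 and 0.08 with weights for each sample. The paper concludes that CsdA positively regulates the accumulation of *rsdA* transcripts. It draws this from qRT-PCR, which was not analysed here, as well as from the lower abundance of *rsdA* in the Δ*csdA* libraries.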

To determine whether the expression of *rsdA* was regulated by CsdA at the post-transcriptional level, we examined the mRNA splicing efficiency of *rsdA* in the Δ*csdA* mutants of *P. fici* by qRT-PCR^49^. Interestingly, we discovered that the splicing ratio of *rsdA* intron 2 in the Δ*csdA* mutant was 1.8-fold higher than that in the control strain, while no significant changes were observed in other introns (Fig. 5d). Moreover, the abundance of intron 2 in the Δ*csdA* mutant was measured at the transcriptional (pre-mRNA) and post-transcriptional levels (mRNA), respectively. We found that the abundance of *rsdA* intron 2 in the Δ*csdA* mutant was not significantly different at the transcriptional level, but was significantly decreased at the post-transcriptional level by more than 2 folds compared with the control, indicating that the regulatory effect of CsdA is likely post-transcriptional rather than transcriptional levels (Supplementary Fig. 13). Taken together, the RBP CsdA characteristically facilitates gene expression of *rsdA* at the post-transcriptional level by influencing the alternative splicing of pre-mRNA.

### CsdA binds to the specific sequence of *rsdA* pre-mRNA

The RRM or ZnF domain is known as an important functional unit of RBPs. We suspected that CsdA could directly act on the target pre-mRNA through the RRM or ZnF domain. Therefore, we predicted the pre-mRNA structure near the splice site of the target *rsdA* by 3DRNA software (Supplementary Fig. 14) and performed molecular docking with the CsdA protein via the HADDOCK website (Supplementary Fig. 12e). The docking results of CsdA protein and *rsdA* pre-mRNA indicated that sites R368 and R369 in the ZnF domain at the *C*-terminal of CsdA were responsible for recognizing GUCGGUAU on the *rsdA* pre-mRNA (Supplementary Fig. 12e). The binding sites in the ZnF domain of CsdA are consistent with those in humans, suggesting the conserved function of ZnF domain in eukaryotes (Fig. 5e). Next, we mutated amino acid residues R368-F373 at the binding site, and found that the growth, development, and secondary metabolism of the mutant were consistent with those of the Δ*csdA* mutant (Fig. 4). In addition, the splicing rate of *rsdA* pre-mRNA in the CsdA^R368A-F373A^ mutant was also increased by 1.6 times, which was consistent with the Δ*csdA* mutant (Fig. 5d). To verify the interaction of CsdA with the target pre-mRNA, we carried out electrophoretic mobility shift assays (EMSAs) using purified GST-CsdA protein and the 5’ end GUCGGUAU of intron 2 synthesized in vitro. The 5’ end RNAs of intron 1 (GCAGGUCA) and intron 3 (GCCCGUAC) were used as negative controls. As expected, retardation band of intron 2 (GUCGGUAU) migration was observed in the GST-CsdA protein (Fig. 5f). In order to determine the binding activity of CsdA to the target sequence, Isothermal Titration Calorimetry (ITC) was used to fit the isotherm. The results show that the *K*_*d*_ value of CsdA and 1×GUCGGUAU or 4×GUCGGUAU is 19.74 ± 3.67 μM or 10.48 ± 5.12 μM (Fig. 5g and Supplementary Fig. 15), respectively. This indicated that the affinity between CsdA and 4×GUCGGUAU was significantly higher than that of 1×GUCGGUAU, further confirming the target sequence of CsdA binding.

### CsdA and RsdA co-regulate the production of representative secondary metabolites

To further understand the mechanisms underlying the comprehensive regulation of secondary metabolism by *csdA* and *rsdA* in filamentous fungi, we precisely analyzed expression of representative co-regulated SMs. DHN-melanin of filamentous fungi is synthesized by a PKS and plays a key role in the protection against UV radiations and in spore cell wall synthesis^4,39^. Therefore, we quantified melanin in the Δ*rsdA* and Δ*csdA* mutants and found that it was up-regulated 5.2-fold and 2-fold, respectively, in comparison with the control (Fig. 6a). Based on our previous study^39^, the synthesis of melanin in *P. fici* involves five genes (*pfma*D-H) within and two genes (*pfma*I-J) outside the DHN-melanin gene cluster (*pfma*). 

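Of the DHN-melanin genes, *pfmaD* to *pfmaH* were followed as PFICI_07100 to PFICI_07104, matched through the log2 fold changes printed for cluster 45 in Supplementary Data 4, where some of the FPKM of *pfmaE* and *pfmaF* differ from the deposited ones given here; the identifiers of *pfmaI* and *pfmaJ* were not available, and these were not analysed here. All 5 genes were called in Δ*rsdA* by limma. *pfmaE* (PFICI_07101) rose from 0.941 ± 0.321 FPKM (SD, n = 3) in the control to 642 ± 99.3 FPKM (SD, n = 3), a log2 fold change of 8.38 (standard error 0.297, adjusted p = 6.29e-08 from limma). *pfmaD* (PFICI_07100) rose from 2.13 ± 0.266 to 140 ± 57.2 FPKM (SD, n = 3) and *pfmaG* (PFICI_07103) from 0.759 ± 0.33 to 937 ± 370 FPKM (SD, n = 3), by 5.41 and 9.00. *pfmaF* (PFICI_07102) and *pfmaH* (PFICI_07104) were listed at 0 FPKM in every control library and at 29.9 ± 3.87 and 47.1 ± 8.16 FPKM (SD, n = 3) in Δ*rsdA*.
In Δ*csdA*, 0 of the 5 genes were called by limma, and 0 had an unadjusted p under 0.05 with a log2 change above 1; voom on recovered fragments, added after the data were seen, also called 0. *pfmaD* was at 4.70 ± 1.24 FPKM (SD, n = 3; log2 fold change 0.84, standard error 0.35, adjusted p = 0.197 from limma) and *pfmaG* at 2.04 ± 0.0935 FPKM (SD, n = 3; 0.80, standard error 0.386, adjusted p = 0.25 from limma), with all 3 libraries of each above all 3 control libraries. *pfmaE*, *pfmaF* and *pfmaH* lay below the filter in this comparison. *pfmaE* was at 1.02 ± 0.232 FPKM (SD, n = 3; 0.06 without the filter, adjusted p = 0.911 from limma), *pfmaF* was at 0 FPKM in all 3 Δ*csdA* libraries, and *pfmaH* had 0.299, 0 and 0.0875 FPKM. All 5 genes were higher in Δ*rsdA* than in Δ*csdA*, by 4.57 to 8.31 on the log2 scale, and all 5 were called in that comparison.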

By analyzing the expression levels of these seven genes (*pfma*D-J), we found that they all were significantly negatively regulated by CsdA and RsdA, even though the extents of their regulation were different (Fig. 6a). The results were further supported by qRT-PCR (Supplementary Fig. 16a). Evaluating the alterations in intron abundance of *pfma* cluster genes in the Δ*csdA* mutant, no significant changes were found in comparison to the control (Fig. 6b). This suggested that CsdA may regulates DHN-melanin synthesis through RsdA. Analysis of metabolomic data revealed that natural product iso-A82775C, the precursor of the antitumor compound chloropupukeananin^50^, was down-regulated more than 8-fold in the Δ*csdA* and Δ*rsdA* mutants, respectively (Fig. 6c). Next, the gene expression levels of the *iac* cluster involved in iso-A82775C^50,51^ synthesis were analyzed from transcriptome data in the Δ*csdA* and Δ*rsdA* mutants. 

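The files do not pair locus tags with the names of the *iac* genes, apart from *iacE*, so the 9 genes that Supplementary Data 4 places in cluster 31 (PFICI_04038 to PFICI_04046) were followed. In Δ*rsdA*, all 9 had a lower mean than in the control, with log2 fold changes between -6.24 and -1.66, and 7 were called by limma (8 adjusted over the list alone). *iacE* (PFICI_04042) fell from 830 ± 222 FPKM (SD, n = 3) in the control to 186 ± 204 FPKM (SD, n = 3) in Δ*rsdA* (-2.71, standard error 0.662, adjusted p = 0.00925 from limma). PFICI_04043 fell from 2301 to 68.6 FPKM (-6.24, adjusted p = 0.000674 from limma) and PFICI_04038 from 222 to 5.57 FPKM (-4.83, adjusted p = 0.000112 from limma). PFICI_04041 (-2.51) and PFICI_04045 (-1.66) were not called, and both were called without Δ*rsdA* replicate 1 (-3.76, adjusted p = 0.00424, and -2.61, adjusted p = 0.0124, from limma).
In Δ*csdA*, 6 of the 9 had negative and 3 had positive log2 fold changes in the fit, between -1.29 and 0.62. PFICI_04038 is among the 3 (0.25), although its mean was lower in Δ*csdA*, at 209.5 FPKM against 222.2 in the control. By limma 0 were called over all genes tested, 1 was called adjusted over the list alone, and 2 had an unadjusted p under 0.05 with a log2 change above 1. *iacE* was at 337 ± 92.7 FPKM (SD, n = 3; -1.29, standard error 0.334, adjusted p = 0.0765 from limma) and was called without control replicate 3 (-1.17, adjusted p = 0.0365 from limma). Compared directly, all 9 were lower in Δ*rsdA* than in Δ*csdA*, and 7 of the 9 were called; the exceptions were *iacE* (-1.42, adjusted p = 0.085 from limma) and PFICI_04045 (-1.77, adjusted p = 0.0632 from limma). Both were called in this comparison without Δ*rsdA* replicate 1 (adjusted p = 0.000419 and 0.00123 from limma). PFICI_04039 lost its call without Δ*csdA* replicate 2 (adjusted p = 0.0559 from limma), PFICI_04040 without Δ*csdA* replicate 1 (adjusted p = 0.0532 from limma), and PFICI_04041 without Δ*csdA* replicate 1 or 2 or Δ*rsdA* replicate 2 (adjusted p-values between 0.0517 and 0.0677 from limma).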

Six genes (*iac*C, E, F, G, H, I) were down-regulated, but the regulatory intensity of *rsdA* was significantly higher than that of *csdA* (Fig. 6c). The results were further supported by qRT-PCR (Supplementary Fig. 16b). In addition, intron abundance of six *iac* cluster genes from the transcriptome data of the Δ*csdA* mutant showed no significant changes indicating CsdA regulates iso-A82775C synthesis through RsdA too (Fig. 6d). In conclusion, the CsdA controls BGCs gene expression levels in filamentous fungi, by specifically regulating alternative splicing of *rsdA*, leading to comprehensive changes in SMs.

**Fig. 6:**
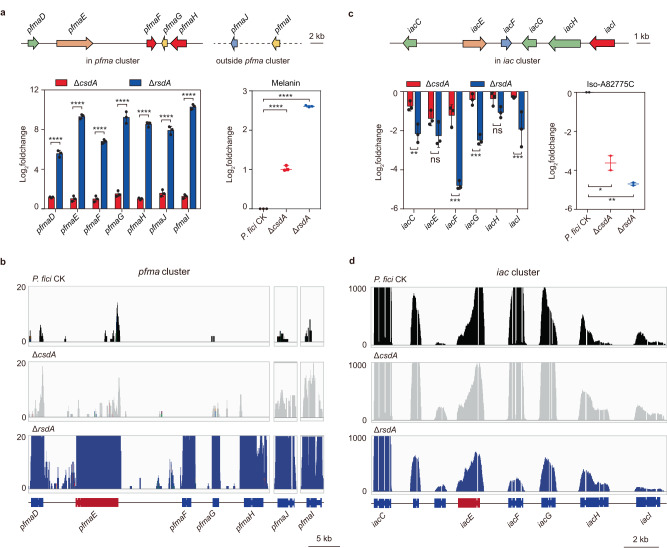
Representative secondary metabolites are co-regulated by CsdA and RsdA. **a** *pfma* cluster gene expression and melanin production are regulated by RsdA and CsdA in *P. fici*. The *pfma* D-J genes are required for DHN-melanin synthesis. **b** Alternative splicing analysis of genes within *pfma* cluster associated with DHN-melanin synthesis in *P. fici* and its mutants by transcriptome data. **c** *iac* cluster gene expression and terpene iso-A82775C production are regulated by CsdA and RsdA in *P. fici*. The *iac* C, E, F, G, H, I genes are essential for iso-A82775C synthesis. **d** Alternative splicing analysis of genes within *iac* cluster associated with iso-A82775C synthesis in *P. fici* and its mutants by transcriptome data. The *y* axis represents the abundance of gene expression by transcriptome data (**b**, **d**). There was no significant change in pre-mRNA splicing between the mutants and the control. Data are presented as means ± SD (*n* = 3 biologically independent replicates) (**a**, **c**). Statistical analysis was performed by using two-way ANOVA (ns not significant, *iacE p* = 0.1288, *iacH p* = 0.311). Significant at *p = 0.0135, **p = 0.0036 (*iacC*) or 0.008 (Δ*rsdA*), ***p = 0.0007, ****p < 0.0001. Source data are provided as a Source Data file.

## Discussion

The post-genomic era has revealed a large number of SM biosynthetic gene clusters in fungal genomes, in vast excess over the number of compounds that have been identified^6,14^. This can be explained by the fact that most SM BGCs are silent under normal laboratory conditions. SM BGCs are controlled by a complicated gene regulatory network, and the understanding of gene regulation of fungal secondary metabolism is still limited^16^. Compared to other types of regulation, global regulation provides an additional, higher level of regulation for fungal SMs^16^. In order to explore the regulatory mechanism(s) of the RsdA, we conducted a comprehensive study via morphological observations, targeted gene deletions, transcriptomics, metabolomics analysis, and in vitro biochemical studies. Pull-downs of RsdA with total soluble proteins from *P. fici* remarkably revealed an RBP, CsdA that regulates fungal secondary metabolism (Figs. 1 and 2). The unexpected revelation of this RBP’s involvement in the comprehensive regulation of fungal secondary metabolism represents a significant discovery. RBPs are important proteins in cells and are involved in multiple post-transcriptional regulatory processes, such as pre-mRNA splicing, transport, turnover, and intracellular localization^45^. Many RBPs have been reported to be involved in the regulation of various human diseases as the cofactors of the spliceosome^52,53^, such as neurodegenerative diseases, autoimmunity, and cancer^46,54–56^. In *F. graminearum*, the RBP FgRbp1 interacts with U2AF23 causing 47% of the gene transcripts to be spliced^49^. In *Magnaporthe oryzae*, the interaction between RBP35 and CFI25 mediates 3’ end alternative splicing of pre-mRNA to regulate fungal development and virulence^57^. RBPs usually consist of multiple domains, such as RRM and ZnF domains. By bioinformatic analysis, CsdA contains one RRM and two ZnF domains (Supplementary Fig. 1h), suggesting that CsdA may be involved in RNA metabolism. Further analyzing the changes of gene transcripts in the Δ*csdA* mutant revealed that CsdA plays an important role in alternative splicing (Supplementary Fig. 17). Subsequent EMSA and ITC assays demonstrated that CsdA binds to GUCGGUAU on *rsdA* pre-mRNA for alternative splicing to influence gene expression (Fig. 5).

A deletion mutant of CsdA in *P. fici* demonstrated comprehensive changes in secondary metabolism and growth rates (Fig. 2 and Supplementary Fig. 1). These results are similar to those of Δ*rsdA*, CsdA^ΔN-terminal^, and RsdA^ΔC-terminal^ mutants, suggesting a general regulatory role of CsdA/RsdA interactions in SM and development. Furthermore, based on in vivo BiFC and in vitro pull-down protein interaction assays, we proved that CsdA and RsdA co-localized in the nucleus, and that the *C*-terminal of RsdA and the *N*-terminal of CsdA are necessary for binding of the two proteins to each other (Fig. 3). The detailed function of CsdA/RsdA complex was determined by the subsequent transcriptomic and metabolomic analysis in their mutants. Transcriptomic data of the Δ*rsdA* or Δ*csdA* mutants in *P. fici* exhibited that 71% or 59% BGC backbone genes were regulated, respectively (Supplementary Data 4). Among them, ~32% of the BGC backbone genes were co-regulated by both CsdA and RsdA (Fig. 2g). Metabolomics analysis of *rsdA* and *csdA* mutants revealed that 64%, 55% of *P. fici* metabolic ion peaks were regulated, respectively (Fig. 1f). Interestingly, 39% and 55% of the metabolic ion peaks were regulated significantly in CsdA^H26A-Y29A^ and CsdA^ΔN-terminal^ mutants which the interaction site or region between CsdA and RsdA were disrupted, indicating CsdA/RsdA complex’s role in metabolic regulation (Supplementary Fig. 11). Taken together, although we characterized the functional mechanisms of CsdA and RsdA by identifying their interaction sites and pre-mRNA splicing sites, the precise regulatory mechanism of CsdA/RsdA complex remains complex. Further study of the crystal structure of CsdA/RsdA is helpful to understand its mechanism.

Above all, we propose a model to show how RsdA interacts with CsdA to regulate fungal secondary metabolism (Fig. 8). In this model, CsdA does not directly perform alternative splicing in the regulation of most secondary metabolites in filamentous fungi (Fig. 6). It controls the accumulation of *rsdA* mRNA by alternative splicing to maintain homeostasis during fungal normal growth and metabolism. CsdA homologs show high degrees of amino acid identity in Ascomycota (more than 40%), but lower identity in other eukaryotes due to the relatively small proportion of functional domains in CsdA (Supplementary Fig. 1h), e.g., 24%/46% identity and 22%/6% coverage in plants (*Oryza sativa*) /animals (*Homo sapiens*), respectively. Further phylogenetic analysis of the ZnF domain in CsdA and eukaryotic ZnF domain revealed that the residues around the active sites were conserved (Fig. 7a). To verify that the regulatory mechanism of the RBP CsdA/RsdA complex is prevalent in fungi, we determined and analyzed the metabolome of Δ*AfcsdA*, Δ*AfrsdA*, and Δ*AfcsdA*Δ*AfrsdA* mutants in *A. fumigatus*. The results confirmed the comprehensive regulation of CsdA/RsdA complex on fungal metabolism (Fig. 7b and Supplementary Data 5). To further understand the significance of the CsdA and *rsdA* pre-mRNA interaction, we also mutated the binding sites (R368-F373) on CsdA of *P. fici*. The CsdA^R368A-F373A^ mutant showed similar splicing functionality, development phenotype, and metabolic profile to the Δ*csdA* mutant (Figs. 4 and 5d). This suggests that CsdA regulates fungal development and metabolism by controlling alternative splicing of *rsdA*. Thus, we hypothesized that in the metabolic balance of the fungus when the abundance of *rsdA* expression is reduced, CsdA may promote *rsdA* expression by regulating the stability of intron 2 splicing, thereby producing normal levels of RsdA protein that interacts with CsdA to regulate fungal secondary metabolism (Fig. 8). It also has another possibility that *rsdA* mature mRNA has a shorter half-life than pre-mRNA resulting in lower *rsdA* expression in the Δ*csdA* mutant. A lot of the data are consistent with CsdA simply regulating the amounts of functional RsdA. However, in a few instances, the deletion of *csdA* and *rsdA* gives opposite results. This implies that CsdA functions by additional mechanisms. Further multiple sequence alignment analysis of RRM or the ZnF domain in CsdA and human-derived domains suggesting that the post-transcriptional regulatory mode of CsdA could occur universally in eukaryotic cells (Supplementary Fig. 12).

**Fig. 7:**
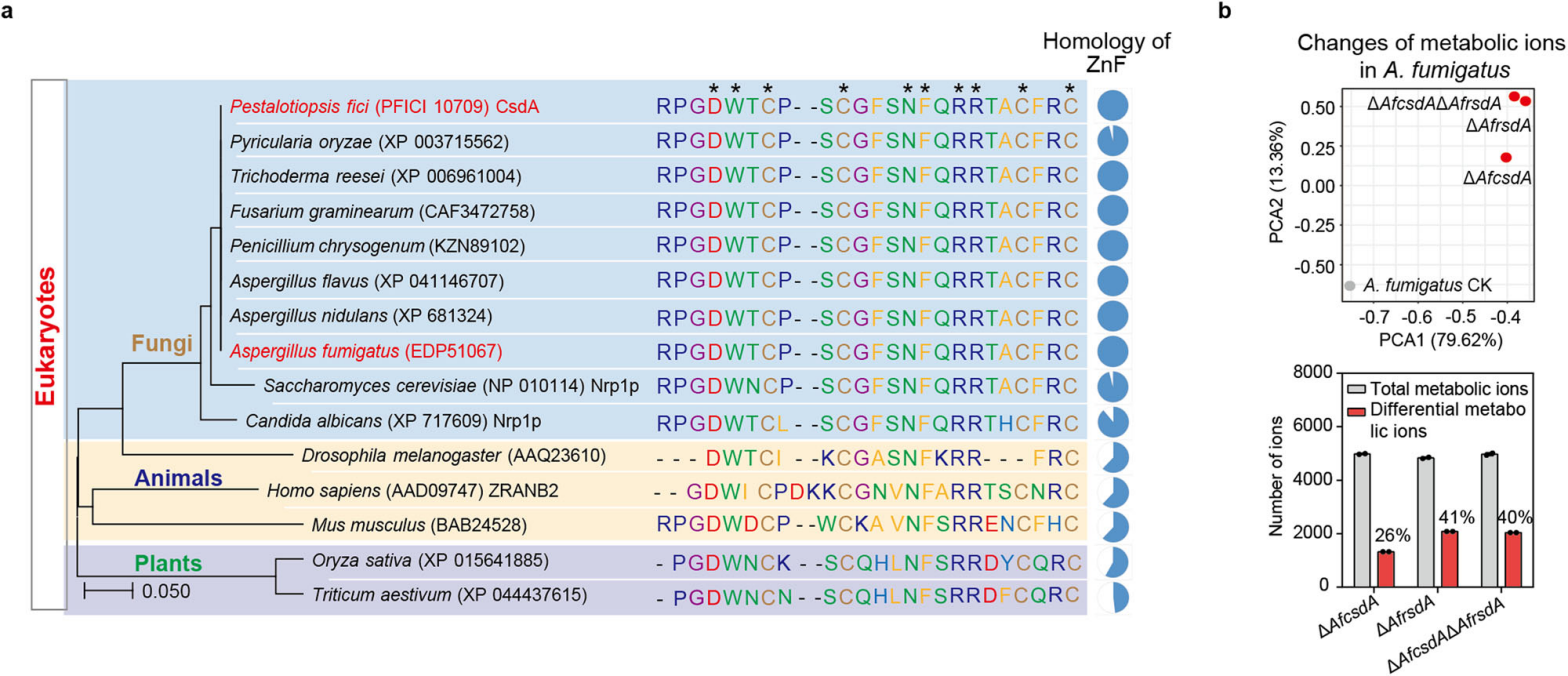
The functional consistency of RNA-binding protein CsdA/RsdA complex in fungal metabolism. **a** The phylogenetic tree was constructed based on the amino acid sequences of ZnF from 15 eukaryotes. The conserved binding sites (asterisk) of ZnF in eukaryotes are conserved. **b** The functional consistency of RNA-binding protein CsdA/RsdA complex in fungal metabolism was verified in human pathogenic fungus *Aspergillus fumigatus*. Comparative metabolomics of WT and *csdA* and *rsdA* knockout strains was used to determine the metabolic changes in *A. fumigatus*. Statistical analysis was performed by using *t-*test (two-tailed), and the exact *p* values were shown in Supplementary Data 5 (*n* = 2 biologically independent replicates). Source data are provided as a Source Data file.

**Fig. 8:**
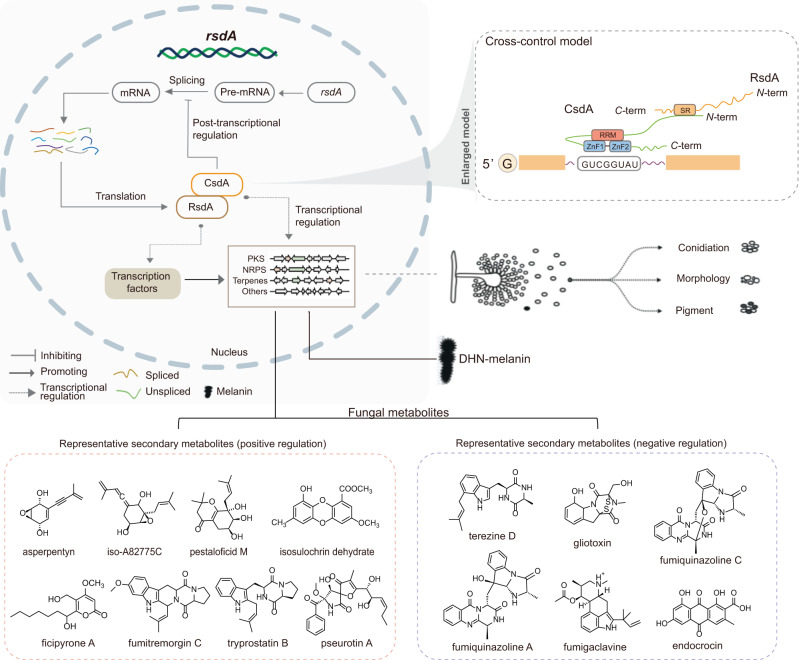
The model shows that CsdA/RsdA interaction with each other to coordinate fungal secondary metabolism and development. As an RNA-binding protein, CsdA acts as a splicing repressor of *rsdA* intron 2 at post-transcriptional modification, and CsdA is thought to contribute to the maintenance of RsdA expression in homeostasis. In the biosynthesis of secondary metabolites, the CsdA/RsdA complex co-localizes in the nucleus and is considered as an upstream regulatory complex, which can regulate the synthesis of various SMs, including polyketides, non-ribosomal peptides, and terpenes, especially the synthesis of polyketide DHN-melanin.

In this study, we identified a fungal RBP CsdA that coordinates fungal secondary metabolism. We demonstrated that CsdA controls pre-mRNA splicing by binding to the *cis*-element GUCGGUAU on *rsdA*, thereby affecting the expression of RsdA (Fig. 5 and Supplementary Fig. 13). Meanwhile, CsdA physically interacts with RsdA forming a complex to regulate fungal SMs and affect fungal growth (Fig. 8). The ubiquity of this complex in regulating secondary metabolism and growth of filamentous fungi was demonstrated by phylogenetic analysis (Fig. 2 and Supplementary Fig. 1). This study reveals a transcriptional and post-transcriptional crossed mode of secondary metabolic regulation mediated by RBP CsdA. It broadens our understanding of the complex regulatory networks of fungal secondary metabolism and provides insight into the regulatory patterns of RBP complexes across eukaryotes.

## Methods

### Strains, media, and culture conditions

The strains used in this study are listed in Supplementary Data 6. *Pestalotiopsis fici* CGMCC3.15140 (WT) and its transformants were grown at 25 °C on potato dextrose agar (PDA) or in potato dextrose broth (PDB) with appropriate antibiotics as required^33^. *Aspergillus fumigatus* CEA17.1, CEA17.2 and their transformants were grown at 37 °C on glucose minimum medium (GMM) with appropriate supplements corresponding to the auxotrophic marker or antibiotics^11,58^. *A. fumigatus* and its transformants were cultivated in liquid GMM medium supplemented with 0.5% (w/v) yeast extract at 25 °C for 5 days to extract secondary metabolites (SMs) and for metabolome analysis. *Escherichia coli* DH5α and BL21 were used for plasmid construction and protein expression in LB medium (1% tryptone, 0.5% yeast extract, 1% NaCl) with appropriate antibiotics, respectively. *Saccharomyces cerevisiae* BJ5464-NpgA^59^ and its transformants were grown at 30 °C on synthetic dextrose complete (SDC) medium with appropriate supplements corresponding to the auxotrophic markers^42^ to construct green fluorescent protein (sfGFP) or red fluorescent protein (mCherry) expression vector.

### Gene cloning and plasmid construction

The plasmids and oligonucleotides (Sangon Biotech Co. Ltd, China) used in this study are listed in Supplementary Data 7 and 8, respectively. To construct plasmids and linear DNA fragments, high fidelity polymerase, TransStart *® FastPfu* DNA polymerase (TransGen Biotech, China) and Q5 (New England Biolabs) were used. Diagnostic PCRs were performed with 2 × T5 Super PCR Mix (Tsingke Biotechnology Co., Ltd, China). PCR amplifications were performed on a C1000^TM^ Thermal Cycler from Bio-Rad (Hercules, CA) according to standard manufacturer’s instruction of different polymerases.

In order to obtain deletion mutants of the corresponding genes, around 1 kb upstream and downstream fragments of the targeted genes were amplified from *P. fici* and *A. fumigatus* genomic DNA (gDNA). The selected marker genes (*hph, neo, bar, AfpyrG*) were amplified from the vectors pUCH2-8, pAG1-H3-G418, dsPCNA-BAR, and pYH-WA-pyrG using the designed primers, respectively. The deletion cassettes of the targeted genes were constructed by homologous recombination in the double joint method^60^. For protein purification, the open reading frames (ORFs) of targeted genes were amplified from the cDNA of *P. fici* and inserted into pET28a (*His*_6_-tag) or pGEX-4T (*GST*-tag) to produce pYZS42 (RsdA), pYSZL42 (RsdA^ΔC-terminal^), pYSZL6 (CsdA), pYSZL43 (CsdA^ΔN-terminal^), pYSZL44 (CsdA^ΔRRM^) and pYSZL45 (CsdA^ΔZnF^) through the quick-change method^60^. In order to determine the subcellular localizations of RsdA or CsdA, *rsdA* or *csdA* gene was amplified from the gDNA of *P. fici*, respectively. *sfGFP* and *mCherry* were amplified from corresponding vectors above. *rsdA*, *sfGFP*, and *neo* were integrated into the SpeI/PmlI-cleaved pXW55 vector via the yeast recombination method^33^ to give the plasmid pYZS33. The same method was used to construct other fluorescent expression vectors pYSZL8 (*csdA-mCherry*). All plasmids were verified by PCR with corresponding primers.

Bimolecular fluorescence complementation (BiFC) plasmids were created using the Clone Express® MultiS One Step Cloning Kit (Vazyme Biotech Co. Ltd, China) according to the standard manufacturer’s instruction. The *hph* or *neo* gene was cloned into the KpnI/HindIII-cleaved pKNT-NYFP or pCX62-CYFP plasmid to give the empty vector pYSZL30 (*hph-nyfp*) or pYSZL31 (*neo-cyfp*), respectively. Each gene of *PfrsdA* and *PfcsdA* was fused with *P*_*gpdA*_ and integrated into pYSZL30 or pYSZL31 to obtain pYSZL37 or pYSZL34, respectively. All plasmids were verified by sequencing (SANGON BIOTECH Co. Ltd, CHINA).

### Fungal genetic manipulations

Deletion of the corresponding genes in *P. fici* was achieved according to the CRISPR/Cas9 technique^37^. In brief, PAM loci of 10 target genes were predicted by a CRISPR design tool (version 5.4, http://www.e-crisp.org/E-CRISP/). Each deletion cassette and its corresponding sgRNA were co-transformed into *P. fici* Cas9 (TYPZ36.2) strain. For subcellular localization of RsdA or CsdA, the DNA fragment of *rsdA-sfGFP* or *csdA-mCherry* was amplified from pYZS33 or pYSZL8, and transformed into *P. fici* Cas9 to produce strain TYZS41 or TYSZL24, respectively. For BiFC assays, each pair of plasmids (pYSZL37 and pYSZL31, pYSZL30 and pYSZL34, pYSZL37 and pYSZL34) were co-transformed to *P. fici* WT to produce strains TYSZL40, TYSZL39, and TYSZL34, respectively. In *A. fumigatus*, the deletion cassette of *AfrsdA* or *AfcsdA* was transformed into *A. fumigatus* CEA17.2 to generate TYYJ14 or TYSZL12, respectively^11^. Subsequently, to create a Δ*AfrsdA*Δ*AfcsdA* double mutant, the deletion cassette of *AfcsdA* with *hph* gene was transformed to TYYJ14 to produce TYSZL14. All the above hygromycin B and G418 resistant colonies were verified by diagnostic PCR.

### Phylogenetic analysis of RsdA and CsdA involves species

The amino acid sequences of RsdA and CsdA from *P. fici* were used as the query for a BLAST analysis at the website of www.blast.ncbi.nlm.nih.gov/Blast.cgi, respectively. In total, 1474 species containing RsdA homologs and 1535 species containing CsdA homologs were retained. The phylogenetic tree was constructed based on the amino acid sequences of ZnF from 15 eukaryotes with MEGA 7.0 using the neighbor-joining method. The *lsu*, *ssu*, *rpb1*, *rpb2*, *its* and *ef1* genes from the identified 163 species were used to construct a phylogenetic tree^38^. The nucleotide sequences of *lsu*, *ssu*, *rpb1*, *rpb2*, *its* and *ef1* genes from 163 species were downloaded from the NCBI database (https://www.ncbi.nlm.nih.gov/), aligned with MEGA6.06 software, and manually adjusted. Sequence Matrix 1.7.8 was used to splice *lsu*, *ssu*, *rpb1*, *rpb2*, *its* and *ef1* genes of each strain in 163 species to construct the phylogenetic tree by RAxML 1.3.1 software^61^. The nucleotide substitution model was set as the default GTRGAMMA and clustering was performed by the maximum likelihood (ML) method, while the other parameters were default. The strains of Mucoromycota and Basidiomycota were regarded as the outgroup, and the reliability of internal branch was evaluated with 1000 bootstrap resampling. The phylogram was viewed and modified using the Interactive Tree of Life (ITOL, version v6, http://itol.embl.de/).

### Phenotypic analysis of different strains

*P. fici* and its mutant were cultured on a 25 °C PDA for 5 days for analysis of growth and 14 days for analysis of conidial production. The conidia were collected with 0.1% Tween-80 and counted by a hemocytometer. Each experiment was conducted in five biological replicates.

### Extraction and HPLC analysis of secondary metabolites

To extract SMs, *P. fici* and its mutants were cultivated on PDA at 25 °C for 7 days. *A. fumigatus* CEA17.1 and its mutants were cultivated on GMM medium at 37 °C for 3 days, and then 1 × 10^7^ spores were inoculated into 20 ml liquid GMM medium at 25 °C for 5 days. SMs were extracted repeatedly with ethyl acetate and evaporated under reduced pressure. The extracts were dissolved in 1 ml methanol (MeOH) and then analyzed on a Waters HPLC system (Waters e2695, Waters 2998, Photodiode Array Detector) using an ODS column (C18, 250 × 4.6 mm, Waters XTERRA®, 5 μm) with a flow rate of 1 ml min^−1^. For the SMs analysis of mutants and their control strains, MeOH (A) and water with 0.1% (v/v) formic acid (D) was used as the solvent. Extracts were eluted with linear gradient from 20 to 100% (v/v) A in 20 min, washed with 100% (v/v) solvent A for 5 min, and equilibrated with 20% solvent A for 5 min. UV absorptions at 254 nm were illustrated.

### Extraction and quantification of fungal melanin

The melanin of *P. fici* and its mutants was separately extracted by alkali extraction^62^. In brief, 1 cm^2^ discs were cut with a blade from the center of a growing fungal colony, boiled in distilled water for 5 min, cooled, and washed three times. Subsequently, discs were autoclaved in 3 ml of 1 M KOH (20 min, 121 °C, 105 kPa). The mixtures were cooled and centrifuged at 4 °C and 13,000 × g for 10 min. The supernatants were mixed with 3 ml of 0.1 M borate solution (pH = 8.0). The concentration of melanin was measured spectrophotometrically (UNICO, China) at 540 nm. Standard curves were drawn by synthetic melanin (SIGMA, USA) with the concentrations ranging from 0 to 0.15 mg ml^−1^. All data were repeated three times.

### Expression and purification of proteins

*E. coli* BL21 cells were transformed with the plasmid pYZS42 or pYSZL42 to express RsdA or RsdA^ΔC-terminal^ protein. Cells were cultivated at 37 °C in LB medium containing 50 µg ml^−1^ kanamycin to an OD_600_ of 0.6. Then, the expression of RsdA or RsdA^ΔC-terminal^ was induced with 0.5 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) at 16 °C for 20 h. The cells were harvested and lysed by freeze-thaw, and cell debris was removed by centrifugation. Recombinant RsdA or RsdA^ΔC-terminal^ protein was purified with Ni-NTA resin (QIAGEN, CA)^21^. The expression and purification of CsdA, CsdA^ΔN-terminal^, CsdA^ΔRRM^, or CsdA^ΔZnF^ protein were the same as those of RsdA, but the lysis buffer (50 mM Tris, 150 mM NaCl, 1 mM DTT, pH 7.3), GST-tag resin (Beyotime, China) and elution buffer (50 mM Tris, 150 mM NaCl, 10 mM GSH, pH 8.0) were different. The molecular weight and concentration of proteins were determined by 12% SDS-PAGE and Nano-Drop C2000 (Thermo Fisher Scientific), respectively.

To extract the total soluble proteins of *P. fici*, the mycelia grown at 25 °C for 5 days were harvested. The mycelia were ground into powder in liquid nitrogen and the power was loaded into centrifuge tubes. The powder was dissolved in an appropriate protein extraction buffer (137 mM NaCl, 50 mM HEPES, 10% Glycerol), Pepstatin A (1 g ml^−1^), Leupeptin (1 g ml^−1^), and PMSF (1 mM). The mixtures were incubated on ice for 10 min, then centrifuged at 4 °C and 13,000 × g for 15 min to obtain the total soluble proteins of *P. fici*. Total soluble proteins were detected by 12% SDS-PAGE.

### Pull-down assays

To screen for interacting proteins of RsdA, total soluble proteins of *P. fici* and recombinant RsdA protein were incubated in vitro. In brief, 1 mg of RsdA-His protein was loaded onto Ni-NTA resin, and 5 ml wash buffer (50 mM NaH_2_PO_4_, 300 mM NaCl, 30 mM imidazole, pH 8.0) was used to elute the unbound proteins, repeating the step three times. Ten mg of total soluble proteins of *P. fici* were then added to the above protein-resin mixture, and the unbound proteins were eluted again with 5 ml wash buffer. The bound protein mixtures were eluted with 3 ml elution buffer (50 mM NaH_2_PO_4_, 300 mM NaCl, 250 mM imidazole, pH 8.0) and detected by 12% SDS-PAGE. Entire lanes or four different electrophoretic bands were cut for liquid chromatography-mass spectrometry (LC-MS). Mascot software (*p* < 0.05) was used to identify the peptides. The two control samples (only RsdA or total soluble proteins of *P. fici*) were identified as described above.

To determine the interaction between RsdA and CsdA in vitro, recombinant RsdA or CsdA protein was incubated with Ni-NTA resin in binding buffer (50 mM Tris, 250 mM NaCl, 0.2% glycerol, 5 mM DTT, 0.6% Triton X-100, 1 mM PMSF, pH 7.5) at 4 °C for 4 h. The two mixtures were centrifuged at 4 °C and 800 × *g* for 1 min, and the supernatant of CsdA was added to the precipitate of RsdA and incubated overnight at 4 °C. Then, the CsdA/RsdA-resin mixtures were centrifuged at 4 °C and 800 × *g* for 1 min. The precipitate was then resuspended in wash buffer (50 mM Tris, 250 mM NaCl, 1% Triton X-100, 1 mM PMSF, pH 7.5). The centrifugation and resuspension were repeated three times. The mixtures were detected by western blotting. In vitro pull-down of RsdA and CsdA^ΔN-terminal^, CsdA^ΔRRM^, or CsdA^ΔZnF^ and RsdA^ΔC-terminal^ and CsdA followed the same procedure as above.

### Western blotting

The mixtures of CsdA/RsdA-resin were incubated at 100 °C for 10 min. CsdA and RsdA proteins were separated by 7.5% SDS-PAGE. The isolated proteins were then transferred to polyvinylidene fluoride (PVDF) membrane (PALL, USA). His- and GST-tagged proteins were detected with monoclonal anti-His (Proteintech, Chicago, USA, 1:10,000 dilution) and anti-GST (Proteintech, Chicago, USA, 1:10,000 dilution) antibodies, respectively. HRP-Goat Anti-Mouse IgG (Proteintech, Chicago, USA, 1:5000 dilution) was used to hybridize with His and GST antibodies, respectively. The bands were visualized by ECL (Thermo, MA, USA).

### Transcriptional analysis by RNA-seq and qRT-PCR

*P. fici* and its mutants were cultivated on PDA at 25 °C for 5 days. Three replicates were performed for each strain. Total RNAs from the mycelia of *P. fici*, Δ*rsdA*, and Δ*csdA* mutants were isolated using a TranZol™ kit (TransGen Biotech, China). Then the quality of RNA was checked with an Agilent 2100 bioanalyzer. For RNA-seq analysis, RNA examples were sequenced on an Illumina NovaSeq 6000 (Illumina, USA) at Novogene Biotech Co. Ltd. Data quality was controlled by fastp (version 0.19.7)^63^, and the sequencing error rate for a single base location was less than 1%. The clean reads were mapped to the reference sequence by HISAT2^64^, and the Integrative Genomics Viewer (IGV, version 2.12.3) was used to visualize the mapped reads number. Gene expression levels were calculated using normalized FPKM (fragments per kilobase of transcript per million mapped reads). The differentially expressed genes were calculated by DESeq2^65^ and identified with *p* value and log_2_foldchange/ratio between *P. fici* and mutants.

The expression levels of specific genes (*pfma* and *iac* cluster, *rsdA*, and *csdA* genes) in *P. fici* and mutants were verified by quantitative real-time PCR (qRT-PCR). Total RNAs of *P. fici*, Δ*rsdA*, and Δ*csdA* were reverse transcribed into cDNA by *Evo M-MLV* Plus cDNA Synthesis kit (Accurate Biotechnology(Hunan) Co. Ltd, China) according to the manufacture’s protocol. qRT-PCR was conducted using a CFX96 Real-Time System (BIO-RAD). A KAPA SYBR FAST qPCR Kit (Kapa Biosystems, USA) was used for the reactions (2 × KAPA SYBR FAST qPCR Master Mix, 0.2 μM forward/reverse primer, cDNA template ~2 μg, RNA-free water to 20 μl). The reactions were carried out at 95 °C for 3 min, followed by 40 cycles of (95 °C for 3 s, 60 °C for 20 s, 72 °C for 20 s). Each cDNA sample was performed in triplicate and the average threshold cycle was calculated. Relative expression levels were calculated using the 2^−ΔΔCt^ method^33^. qRT-PCR primers are listed in Supplementary Data 8.

### Metabolome determination and analysis

To investigate the comprehensive changes of metabolites caused by RsdA and CsdA, the metabolome of *P. fici* and its mutants were determined by LC-HRMS (Agilent HPLC 1200 series system)^66^. *P. fici*, Δ*rsdA*, and Δ*csdA* strains were cultivated on 20 ml PDA at 25 °C for 7 days. The metabolites were extracted with 40 ml of an ethyl acetate/methanol mixture (9:1, v/v) and sonicated for 1 h. The organic layer was evaporated to dryness, the crude extract was re-dissolved in 1 ml MeOH, and then analyzed by LC-HRMS using an ODS column (C18, 250 × 4.6 mm, Waters XTERRA®, 5 μm) with a flow rate of 1 ml min^−1^. Linear gradient conditions of the mobile phase were as follows: 10%–30% MeOH (0–10 min), 30%–70% MeOH (10–40 min), 70%–90% MeOH (40–50 min), 100% MeOH (50.1–60 min), 10% MeOH (60.1–65 min). The molecular weights were scanned between 80 ~ 2000 *m*/*z*. All the LC-HRMS data were extracted using Agilent Masshunter software (version B.06.00) and further converted to the format containing retention time, *m*/*z*, and ion peak density via XCMS website (https://xcmsonline.scripps.edu). PCA and enrichment analysis were performed using the OmicStudio tools (version 3.6) at https://www.omicstudio.cn/tool. Ion product summaries and volcano maps were drawn with GraphPad Prism (version 8.0) software. Differential metabolites were screened with |Log_2_foldchange| > 1 and −Log_10_ (*p* value) > 1.3. The metabolome of *A. fumigatus* CEA17.1, Δ*AfrsdA*, Δ*AfcsdA*, and Δ*AfrsdA*Δ*AfcsdA* strains were determined by the same method as above.

### Fluorescence detection and BiFC assays

TYZS41 (*rsdA-sfGFP*) or TYSZL24 (*csdA-mCherry*) in the background of *P. fici* Cas9 was activated and cultivated on PDA for 4 days at 25 °C for subcellular localization of RsdA or CsdA. The mycelia were then picked into PDB for further cultivation for 5 days and harvested by centrifugation. The collected mycelia were fixed with 10% formalin for 30 min and washed with distilled water. DAPI solution (final concentration: 10 µg ml^−1^, Biosharp, China) was incubated with mycelia for 15 min and washed with distilled water. Fluorescent signals were observed with a fluorescence microscope. Images were acquired using a Zeiss Axioplan 2 imaging system with the AxioCam MRm camera (Carl Zeiss Microscopy). Digital images were taken and processed with the IMAGEJ2 software (National Institutes of Health)^49^.

To confirm the interaction between RsdA and CsdA in vivo, the NYFP- or CYFP- tagged BiFC strains were detected by fluorescence microscopy. TYSZL40, TYSZL39, and TYSZL34 in the background of *P. fici* WT were cultivated and stained according to the fluorescence detection method of *P. fici* described above. All images were taken and processed with IMAGEJ2 software (version 2.15.0).

### Structure prediction and docking of proteins

To confirm the function of CsdA, the protein structure of CsdA containing 730 amino acids was predicted by AlphaFold2^44^. PfRRM or PfZnF domains were used as queries to perform multi-sequence alignment with the reported domains in the PDB database (https://www.rcsb.org/) by MEGA7 software. The dimer structure of RsdA and CsdA was simulated by AlphaFold2. The pre-mRNA structure of *PfrsdA* was predicted by 3DRNA (version 2.0)^67^. The CsdA protein docked with ~500 bp of pre-mRNA around intron 2 of the *rsdA* by HADDOCK 2.4^68^. Topology analysis and conserved domain annotation were performed with the PyMOL2.5 software package. All parameters were the default settings.

### Measurement of splicing ratio

Total RNAs extraction and cDNA synthesis of *P. fici*, Δ*rsdA*, Δ*csdA*, and CsdA^R368A-F373A^ were performed as described above. The splicing ratio was measured by qRT-PCR method^49^. In brief, the splicing ratio was calculated by normalizing the spliced RNA abundance to the unspliced RNA abundance of each intron using the equation 2^Δ (Ct-unspliced – Ct-spliced)^. The splicing ratio of *P. fici* was normalized to 1. To amplify the spliced RNA, the forward primer was designed to cross exon-exon junctions, and the reverse primer was designed to be in the exon adjacent to the intron (Fig. 4b). To amplify the unspliced RNA, forward primer was designed in the intron, and reverse primers were identical to the spliced RNA (Fig. 4b). The corresponding primers are listed in Supplementary Data 8.

### Electrophoretic mobility shift assay (EMSA) and isothermal titration calorimetry (ITC) assays

For determination of the binding ability of CsdA with the potential element GUCGGUAU, the T7 promoter was fused to the 5’ end of 5’-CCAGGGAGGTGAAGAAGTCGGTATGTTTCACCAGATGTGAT-3’, and then RNA containing GUCGGUAU was prepared with a T7 High Efficiency Transcription Kit (TransGen Biotech, China). The prepared RNA was purified by ssDNA/RNA Clean & Concentrator™ Kit (Zymo Research, USA) and biotin-labeled by EMSA Probe Biotin Labeling Kit (Beyotime, China). In vitro binding of recombinant protein GST-CsdA to RNA was performed via the EMSA/Gel-Shift Kit (Beyotime, China) following the manufacturer’s instruction. Briefly, purified GST-CsdA was mixed with biotin-labeled RNA, and then inoculated for 20 min at 25 °C. The reaction mixtures were separated on a 6% polyacrylamide gel for 90 min, and then transferred to a positively charged nylon membrane (Beyotime, China). The signals were detected by western blotting. Fifty nt RNAs around the 5’ splicing sites of introns 1 and 3 served as negative controls.

In order to further confirm the pre-mRNA target of CsdA, 4 × GUCGGUAU (5’-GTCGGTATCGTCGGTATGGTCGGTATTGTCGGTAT-3’) was designed and synthesized according to the same method. Isothermal Titration Calorimetry (ITC) assays were performed by using AFFINITY ITC LV (Waters, USA). For detecting the binding affinity, 200 μM 1 × GUCGGUAU or 4×GUCGGUAU was titrated into 50 μM CsdA at 25 °C. Data were analyzed using Launch Nano Analyze software (version 3.11.0). The experiment was repeated twice independently.

### Statistics and reproducibility

Statistical parameters are reported either in individual figure or corresponding figure legends. Quantification data are generally presented as bar/line plots, with the error bar representing mean ± SD. All statistical analyses were done with GraphPad software (version 8.0). Asterisks were used to indicate statistical significance, * stands for *p* < 0.05; **p < 0.01, ***p < 0.001, and ****p < 0.0001. Representative images from two independent experiments showed similar results in Fig. 1b and Supplementary Fig. 1a, b. The phenotype, micromorphology and fluorescence of the strains were examined in at least three independent experiments in Figs. 1e, 2c, 3a, 4b and Supplementary Fig. 1e. Representative images from two independent in vitro pull down or in vivo BIFC experiments showed similar results in Fig. 3b, c, e. EMSA assays were carried out two times and representative images are shown in Fig. 5f.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

### Source data

Source Data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE241019. Metabolomics data generated in this study have been deposited in the MassIVE database under accession code MSV000091220. Source data are provided with this paper.

# Supplementary material for: Fungal secondary metabolism is governed by an RNA-binding protein CsdA/RsdA complex
**Source:** Nat Commun. 2023 Nov 14;14:7351. doi: 10.1038/s41467-023-43205-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### Fungal secondary metabolism is governed by an RNA-binding protein

#### CsdA/RsdA complex

Zili Song<sup>1,2</sup>, Shuang Zhou<sup>1</sup>, Hongjiao Zhang<sup>1,2</sup>, Nancy P. Keller<sup>3</sup>, Berl R. Oakley<sup>4</sup>, Xiao Liu<sup>1</sup>, Wen-Bing Yin<sup>1,2,\*</sup>

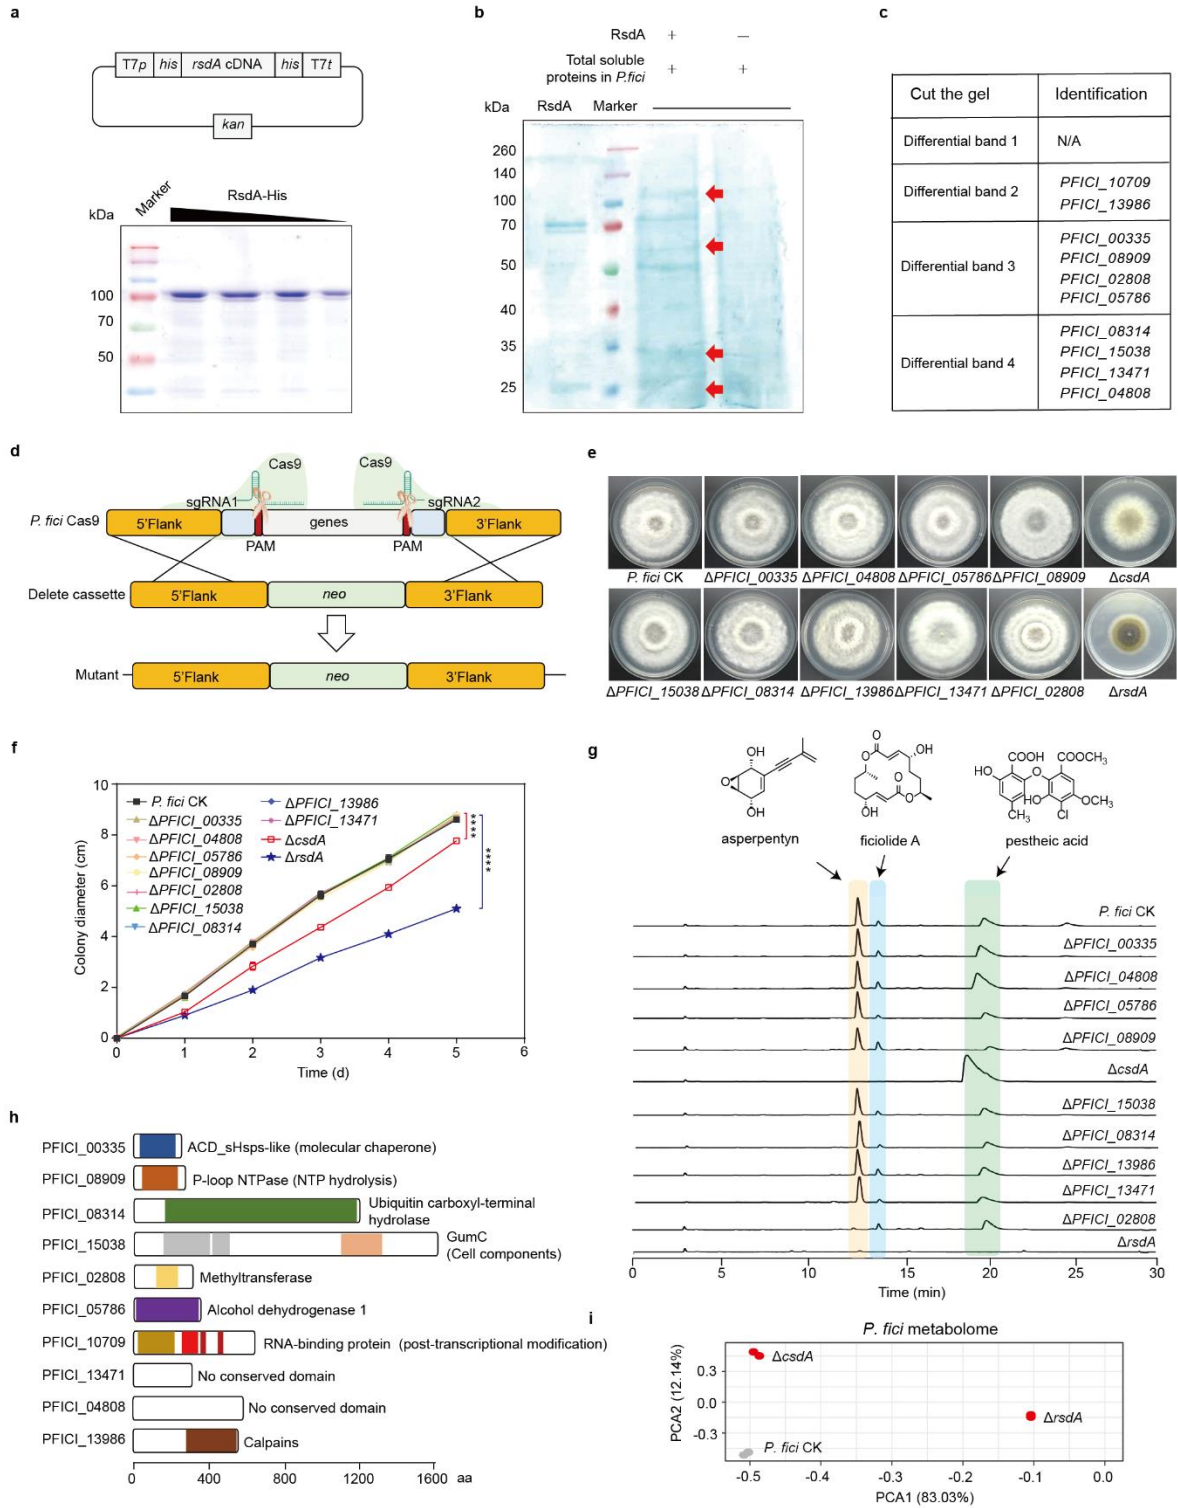

**Supplementary Figure 1. Screening of RsdA interacting proteins from *P. fici*.** **a**, Brilliant blue G-stained 12% SDS–PAGE of RsdA protein. Lane 1: marker. Lane 2-5: different concentrations of His-labeled RsdA protein. **b**, Brilliant blue G-stained 12% SDS–PAGE of the RsdA-associated proteins. Lane 1: purified RsdA protein (80.4 kDa), control group. Lane 2: marker. Lane 3: proteins captured by RsdA from the total proteins of *P. fici*, experimental group. Lane 4: total proteins extracted from *P. fici*, control group. Arrows: differential bands (1, 3-4) cut for LC-MS analysis. **c**, Proteins identified in each differential band. **d**, Schematic of the CRISPR/Cas9 system for gene deletions of ten candidate targets in *P. fici*. **e**, Comparative analysis of colony morphology between ten mutants and  $\Delta rsdA$  mutant of *P. fici*. **f**, Measurement of radial growth in 10 mutants and  $\Delta rsdA$  mutant of *P. fici*.  $n = 5$  biologically independent replicates. Statistical analysis was performed by using Two-way ANOVA (Significant at \*\*\*\* $p < 0.0001$ ). **g**, HPLC analysis of SMs in *P. fici* and their mutants. UV absorptions at 254 nm are illustrated. **h**, Conserved domain analysis of 10 target proteins in *P. fici*. **i**, Principal component analysis (PCA) was used to analyse the metabolomic data of  $\Delta csdA$  and  $\Delta rsdA$  mutants. Statistical analysis was performed by using  $t$  test (two-tailed), and the exact  $p$  values were shown in Supplementary Data 3 ( $n = 2$  biologically independent replicates). Differential metabolic ions:  $p < 0.05$ ,  $|\text{Log}_2\text{foldchange}| > 1$ . Source data are provided as a Source Data file.

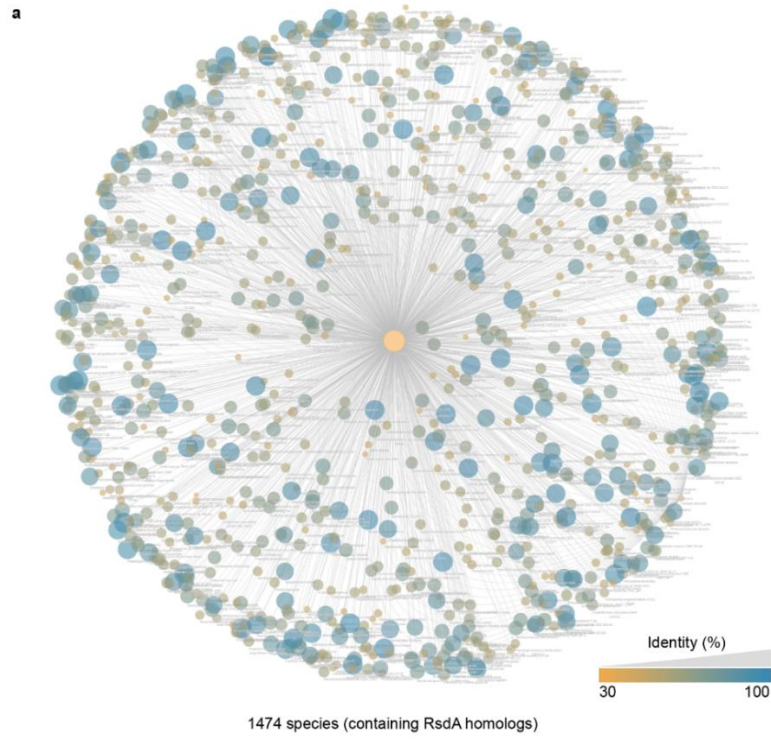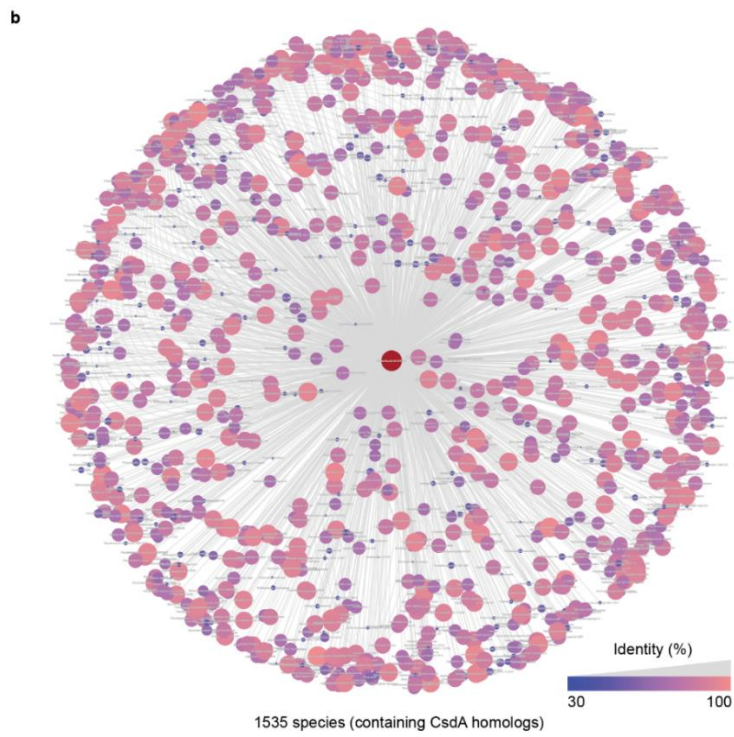

**Supplementary Figure 2. The species containing homologous proteins of RsdA or CsdA in the NCBI database. a, 1,474 species containing RsdA homologs. b, 1,535 species containing CsdA homologs. The identity and coverage of homologous proteins were more than 30%. Source data are provided as a Source Data file.**

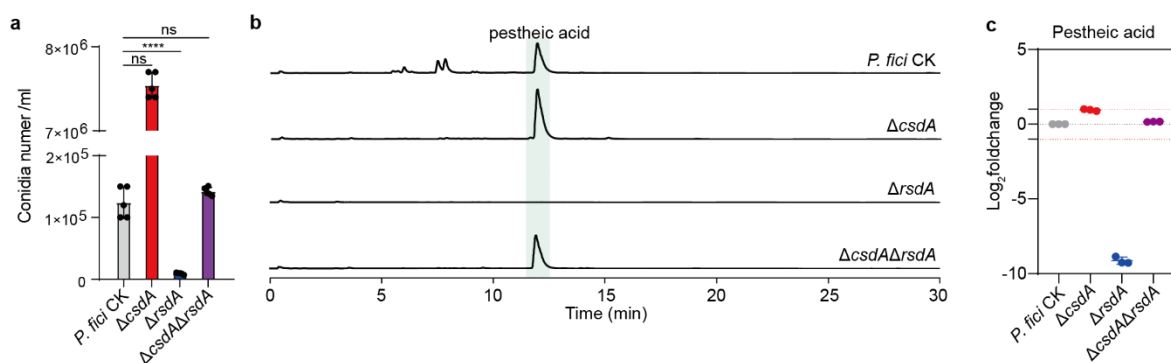

**Supplementary Figure 3. Analysis of conidial number and secondary metabolites in the**

**$\Delta csdA\Delta rsdA$  mutant of *P. fici*.** **a**, Conidial production in *P. fici* and its mutant strains. Statistical

analysis was performed by using One-way ANOVA. “ns”: not significant,  $p = 0.0787$  ( $\Delta csdA$ ) or  $0.9652$

( $\Delta csdA\Delta rsdA$ ); Significant at \*\*\*\* $p < 0.0001$ . Data are presented as means  $\pm$  SD ( $n = 5$  biologically

independent replicates). **b**, HPLC analysis of SMs in *P. fici* and its mutant strains. UV absorptions at

254 nm are illustrated. **c**, Production of pestheic acid in *P. fici* and its mutant strains. Data are presented

as means  $\pm$  SD ( $n = 3$  biologically independent replicates). Source data are provided as a Source Data file.

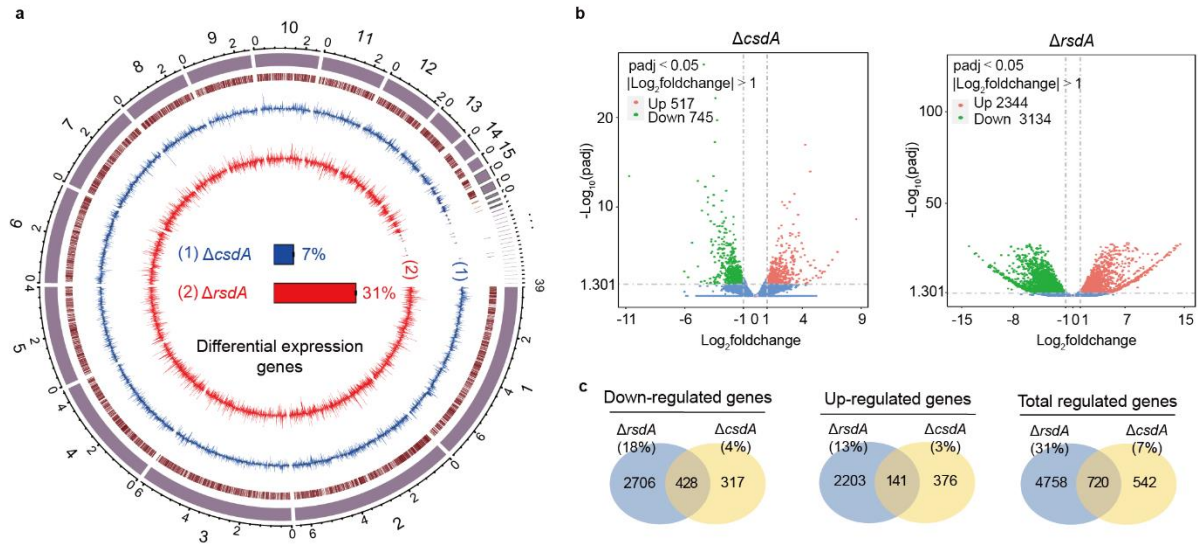

**Supplementary Figure 4. Transcriptome analysis of gene expressions regulated by CsdA and RsdA in *P. fici*.** **a**, Differentially expressed genes in the  $\Delta csdA$  and  $\Delta rsdA$  mutants compared with control strain. The “1-39” located outside track represent the scaffolds of *P. fici* genome. The “0, 2, 4, 6” located inside track represents the length of scaffolds. Differentially expressed genes:  $p < 0.05$ ,  $|\text{Log}_2\text{foldchange}| > 1$ . **b**, The volcano plots show the differentially expressed genes of  $\Delta csdA$  and  $\Delta rsdA$  mutants versus the control strain. The red dots represent up-regulated genes. The green dots represent down-regulated genes. **c**, Venn analysis of genes co-regulated by CsdA and RsdA in *P. fici*. Statistical analysis was performed by using *t* test (two-tailed), and the exact *p* values were shown in Supplementary Data 4 ( $n = 3$  biologically independent replicates).

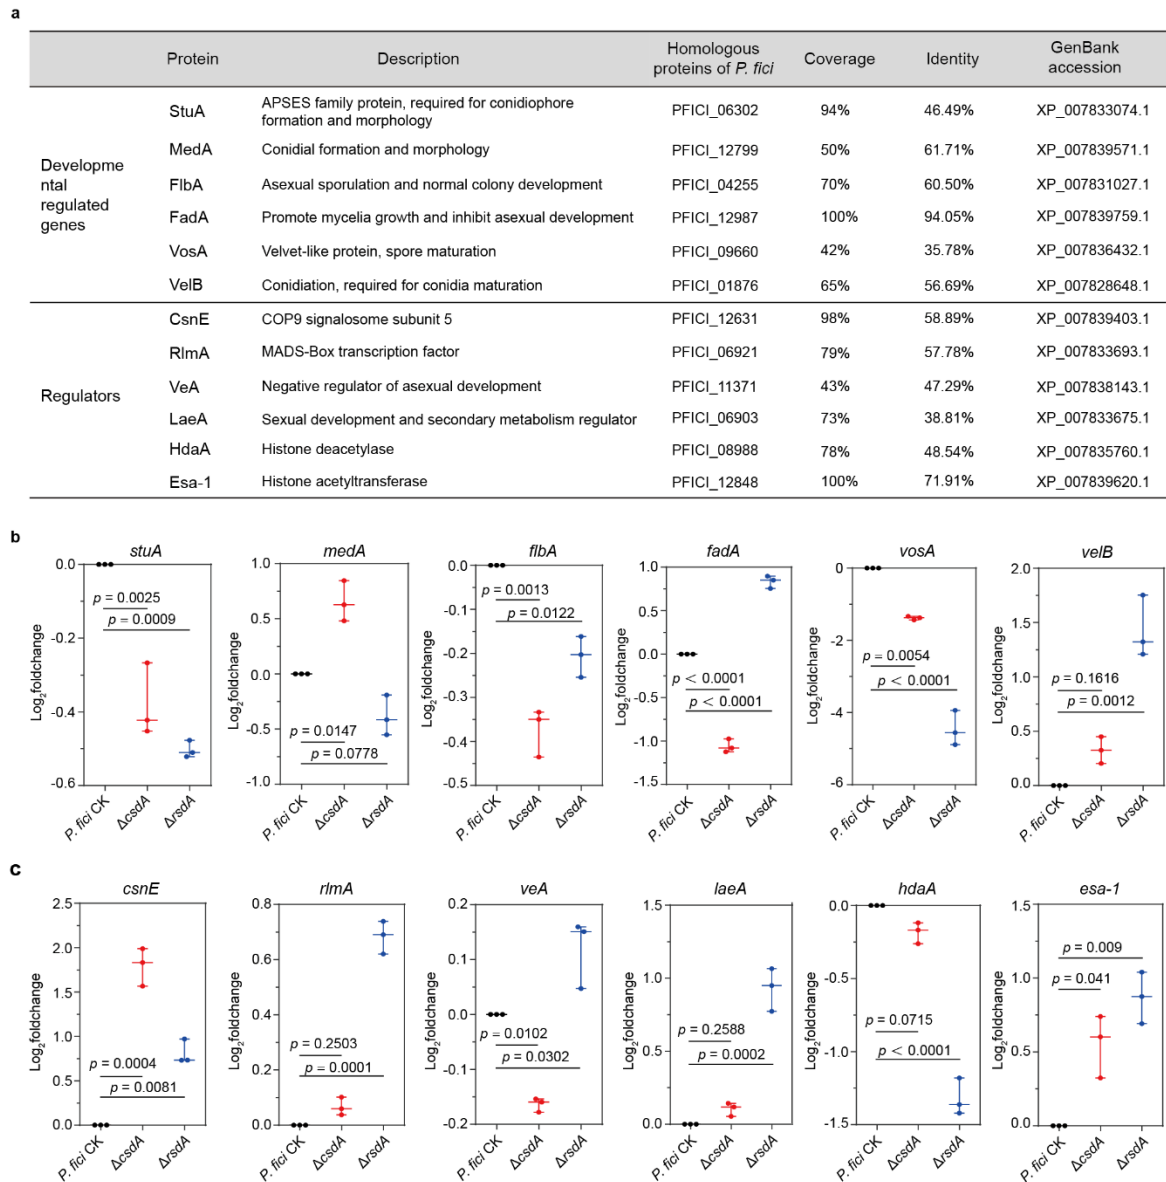

**Supplementary Figure 5. Transcriptome analysis of developmental genes regulated by CsdA and RsdA.** **a**, The development-related genes in *P. fici* were identified by blastp. **b** and **c**, Transcriptome analysis of the effects of CsdA and RsdA on development and regulatory genes in *P. fici*. Statistical analysis was performed by using *t* test (two-tailed), and the exact *p* values were shown in (**b** and **c**). Data are presented as means  $\pm$  SD ( $n = 3$  biologically independent replicates). Source data are provided as a Source Data file.

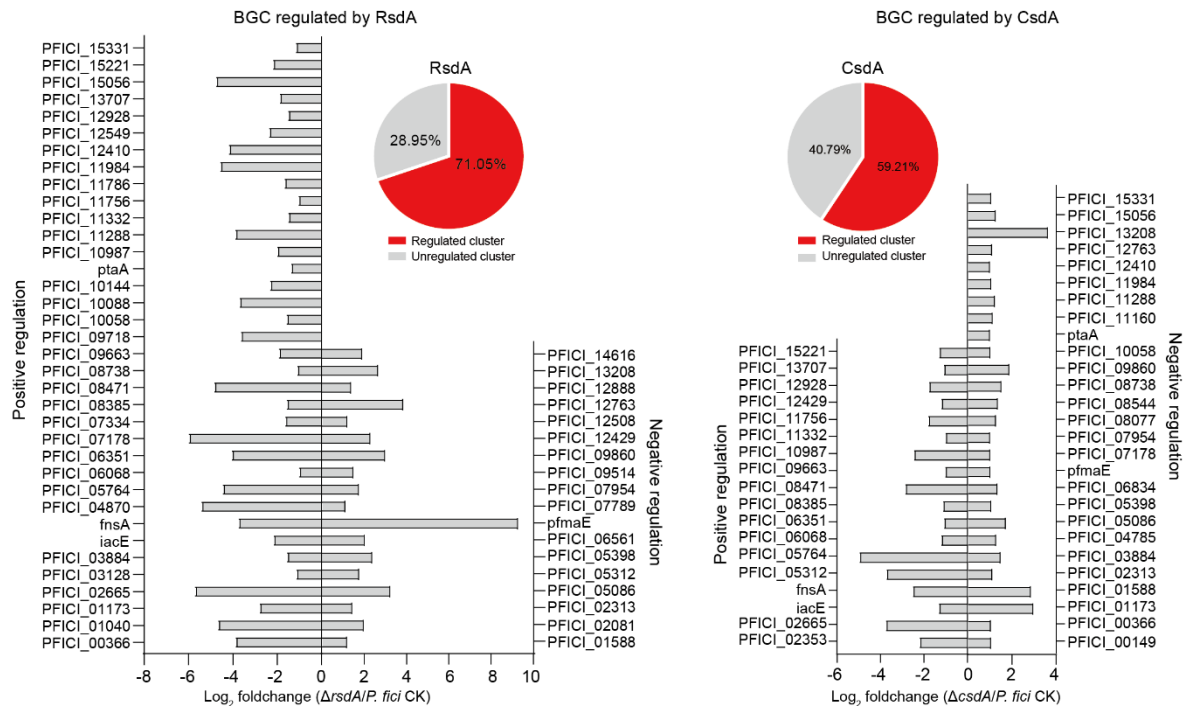

## Supplementary Figure 6. Secondary metabolism related genes are regulated by CsdA or RsdA.

Significantly regulated BGC backbone genes were shown. Statistical analysis was performed by using *t* test (two-tailed), and the exact *p* values were shown in Supplementary Data 4 (*n* = 3 biologically independent replicates). Differentially expressed genes:  $p < 0.05$ ,  $|\text{Log}_2\text{foldchange}| > 1$ . Source data are provided as a Source Data file.

a

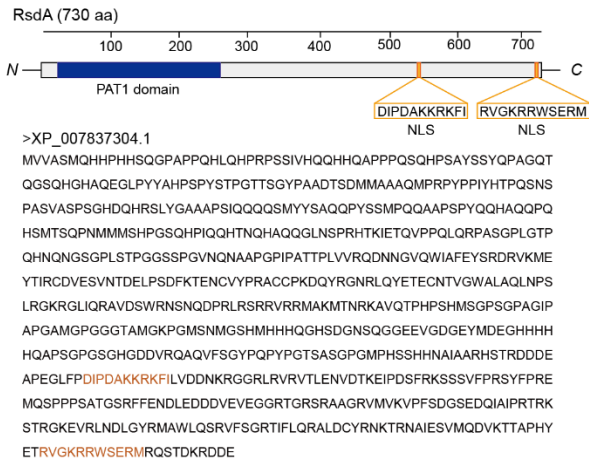

Euk-mPLoc 2.0 computation result

| Query protein  | Predicted location (s) |
|----------------|------------------------|
| XP_007837304.1 | Nucleus                |
| NLS Mapper     |                        |
| Sequence       | Score                  |
| DIPDAKKRFI     | 8.5                    |
| RVGKRRWSERM    | 5.5                    |

c

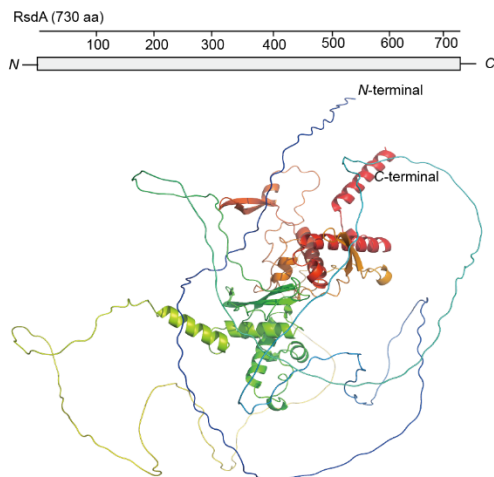

b

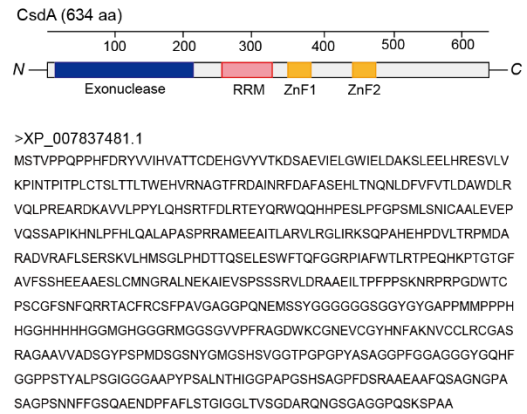

Euk-mPLoc 2.0 computation result

| Query protein  | Predicted location (s) |
|----------------|------------------------|
| XP_007837481.1 | Extracell, nucleus     |
| NLS Mapper     |                        |
| Sequence       | Score                  |
| No             | No                     |

d

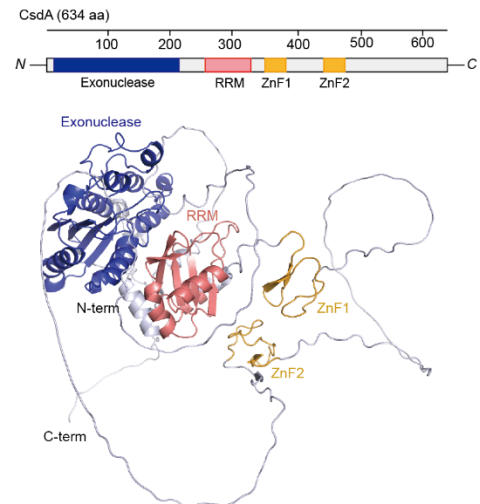

**Supplementary Figure 7. The prediction of the subcellular localization and protein structure of CsdA and RsdA in *P. fici*.** **a** and **b**, Prediction of subcellular localization of RsdA and CsdA in *P. fici* by Euk-mPLoc2 and NLS Mapper. The C-terminal of RsdA has two nuclear localization signals (NLS), but CsdA does not have. **c** and **d**, The predicted three-dimensional structure of RsdA and CsdA protein obtained by AlphaFold2. “N-term”: N-terminal, the starting site for protein synthesis. “C-term”: C-terminal, the termination site of protein synthesis. “Exonuclease”: DEDDh 3'-5' exonuclease. “RRM”: RNA recognition motif. “ZnF”: Zn-finger. “ $\beta$ ”:  $\beta$ -sheet. “ $\alpha$ ”:  $\alpha$ -helix. RRM contains four antiparallel  $\beta$ -sheets arranged in the order  $\beta_4$ - $\beta_1$ - $\beta_3$ - $\beta_2$  and two superimposed  $\alpha$ -helices, while the two ZnF are separated.

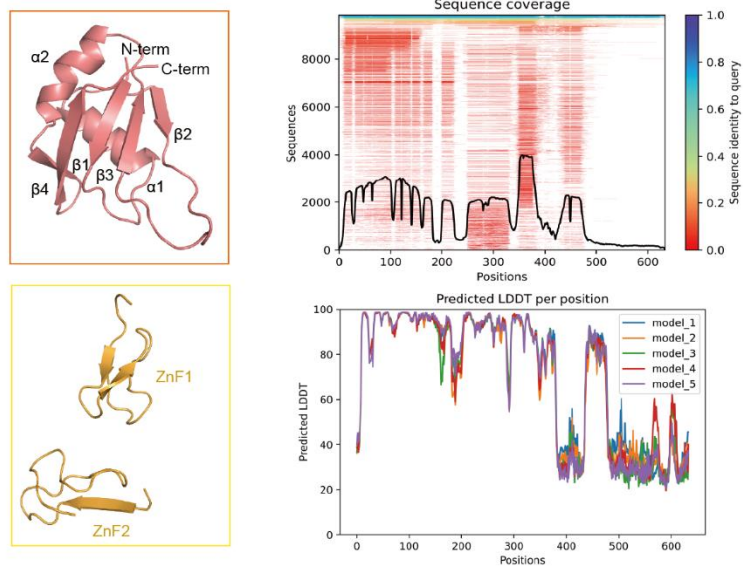

**Supplementary Figure 8. The score of CsdA protein structure predicted by AlphaFold2. LDDT, local distance different test. The prediction structure with the highest score of CsdA was used for topology analysis.**

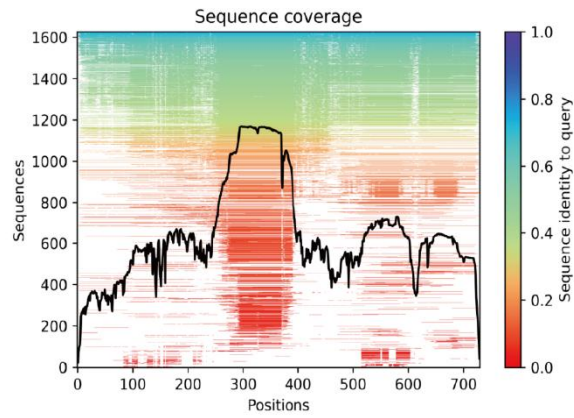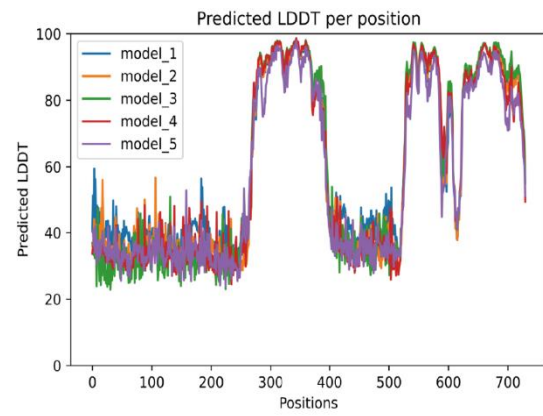

90

91 **Supplementary Figure 9. The score of RsdA protein structure predicted by AlphaFold2. LDDT,**

92 local distance different test. The prediction structure with the highest score of RsdA was used for

93 topology analysis.

94

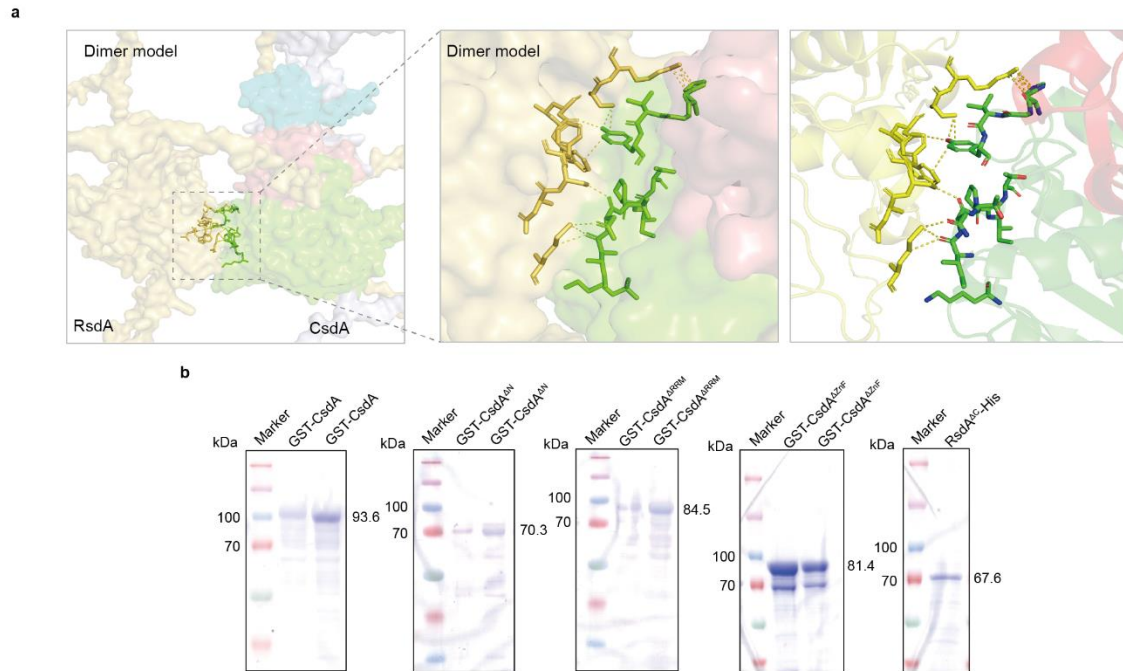

# **Supplementary Figure 10. Prediction of CsdA/RsdA dimer model and purification of CsdA or**

**RsdA related proteins. a,** The dimer structure of CsdA and RsdA was predicted by Alphafold2. The

docking sites on the RsdA amino acid sequence are shown at the C-terminal sites S668 and R669. The

docking sites of the CsdA amino acid sequence are shown in the N-terminal exonuclease domain.

Yellow represents the protein model of RsdA. Green, red, and cyan represent exonuclease, RRM, and

ZnF domains of CsdA, respectively. **b,** The expression and purification of CsdA or RsdA related

proteins in *E. coli* BL21. Glutathione S-transferase (GST) was fused to the N-terminal of CsdA and its

associated proteins (GST-CsdA<sup>ΔN-terminal</sup>, GST-CsdA<sup>ΔRRM</sup>, GST-CsdA<sup>ΔZnF</sup>), His-tag was fused to both

sides of RsdA<sup>ΔC-terminal</sup>, and they were detected by 12% SDS PAGE.

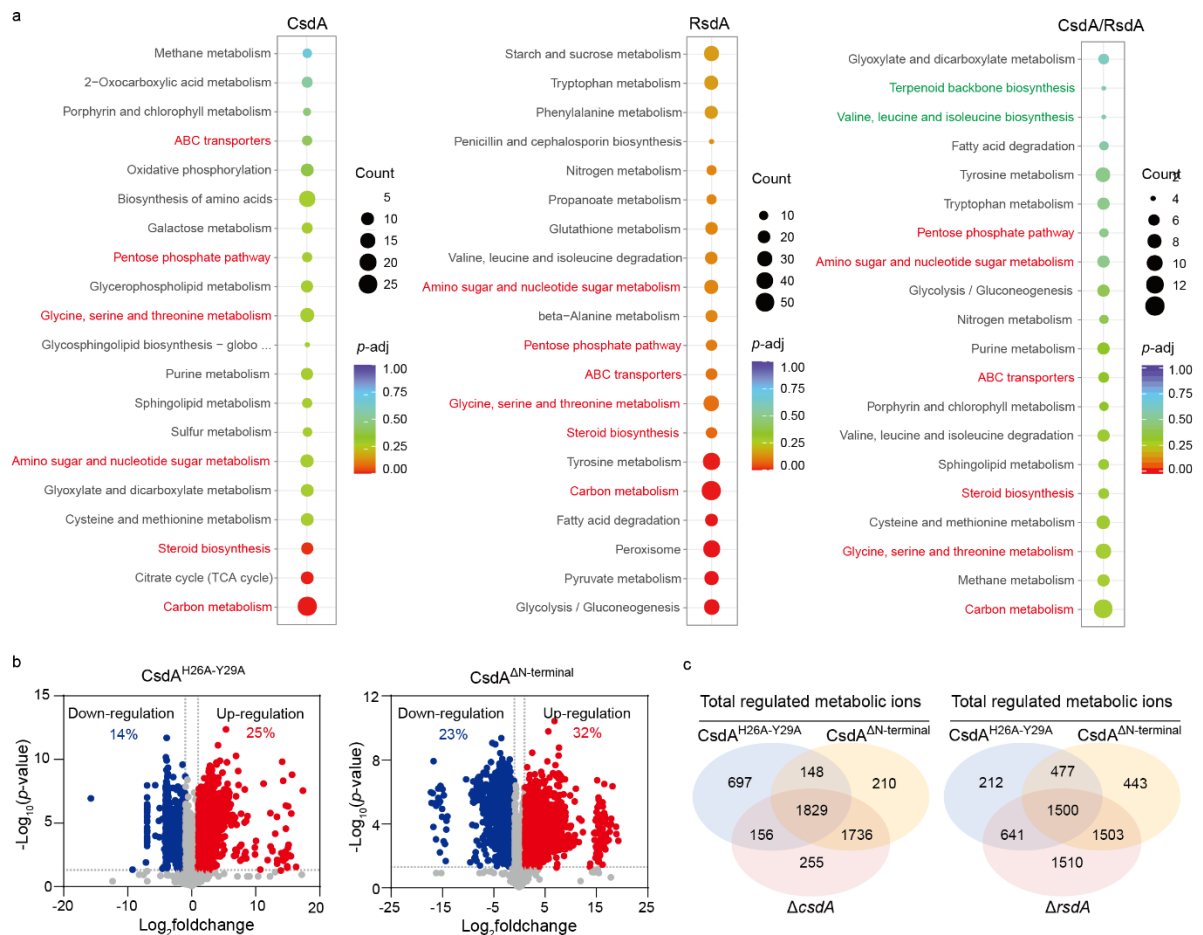

**Supplementary Figure 11. The individual functions of CsdA and RsdA and their complex were evaluated by DEGs and metabolome data analysis. a**, KEGG was used to analyze the metabolic pathways of CsdA and RsdA respectively and their co-regulated genes. The red fonts represent metabolic pathways involved in CsdA and RsdA and the complex. Cyan represents metabolic pathways individually involved in the complex. Carbon metabolism pathway is the main metabolic pathway involved in all three. **b**, Volcano plots show the differentially regulated metabolic ion peaks of CsdA<sup>H26A-Y29A</sup> or CsdA<sup>ΔN-terminal</sup> mutant versus the control. **c**, Distribution of total metabolic ion peaks due to mutations in CsdA protein interaction sites or regions in *P. fici*. Statistical analysis was performed by using *t* test (two-tailed), and the exact *p* values were shown in Supplementary Data 3, 4 (*n* = 3 biologically independent replicates).

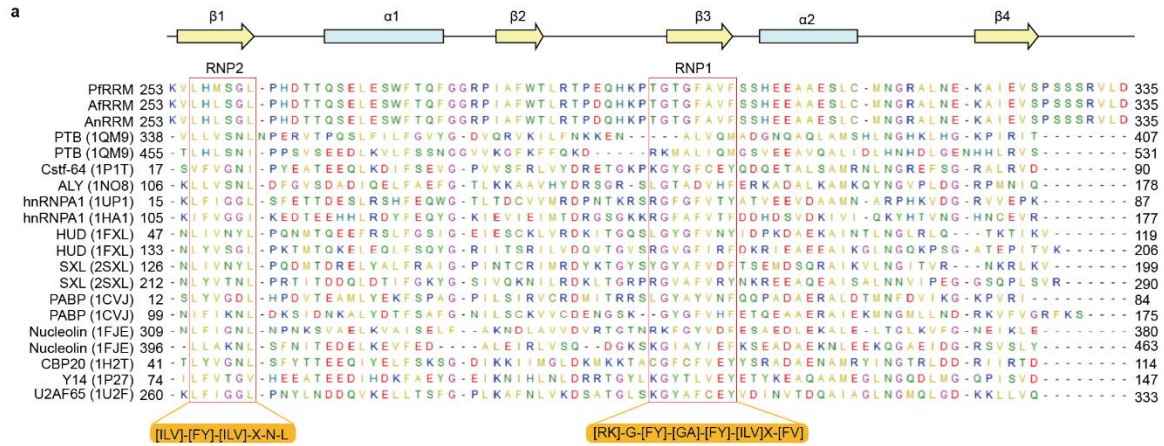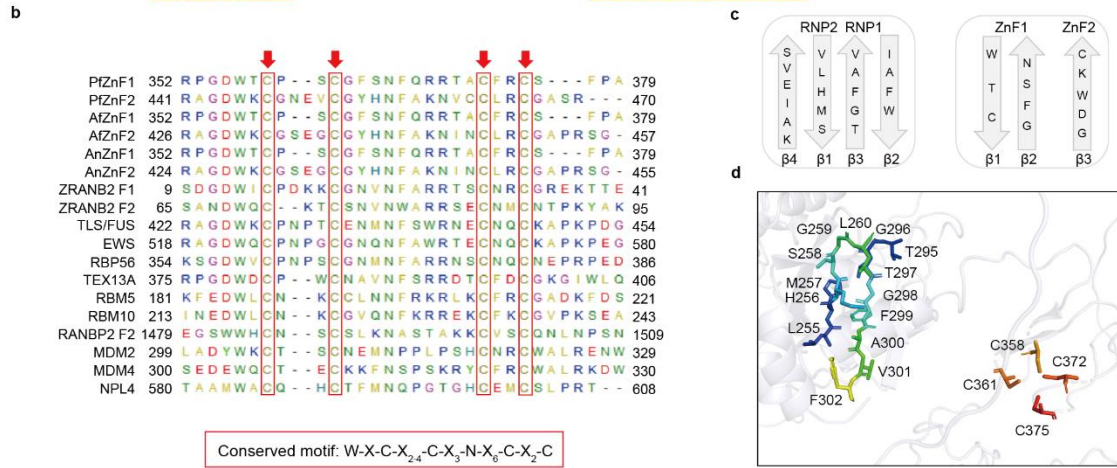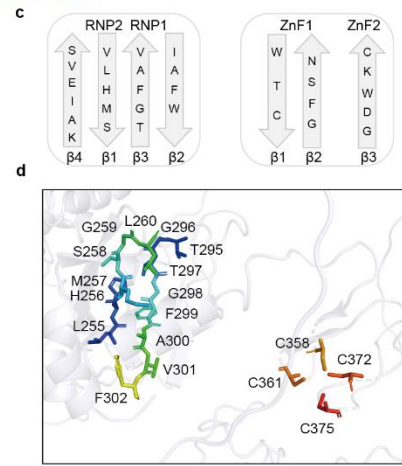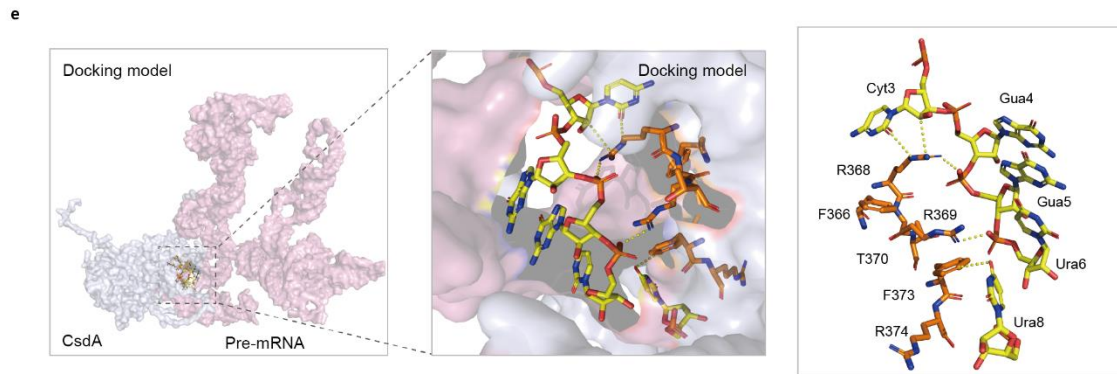

**Supplementary Figure 12. Conserved motif of CsdA and molecular docking with *rsdA* pre-mRNA.**

**a**, Multi-sequence alignment of RRM domain in CsdA of *P. fici*. “ $\beta$ ”:  $\beta$ -sheet. “ $\alpha$ ”:  $\alpha$ -helix. The red box represents the ribonucleoprotein complex (RNP). AfRRM: RRM domain in CsdA of *A. fumigatus*. AnRRM: RRM domain in CsdA of *A. nidulans*. Other RRM domains (PTB, Cstf-64, ALY, hnRNPA1, HUD, SXL, PABP, Nucleolin, CBP20, Y14, and U2AF65) have been reported to come from the humans and participate in post-transcriptional modifications related to pre-mRNA recognition and splicing. **b**, Multi-sequence alignment of PfZNF domain in CsdA. The arrows and red boxes represent conserved cysteine residues. AfZnF: ZnF domain in CsdA of *A. fumigatus*. AnZnF, ZnF domain in CsdA of *A. nidulans*. Other ZnF domains (ZRANB2, TLS/FUS, EWS, RBP56, TEX13A, RBM5, RBM10, RANBP2, MDM2, MDM4, NPL4) have been reported to come from the humans and participate in alternative splicing of pre-mRNA. **c**, Schematic representation of amino acid residues in  $\beta$ -sheets of RRM and ZnF domains. “RNP”: ribonucleoprotein. Conserved RNP1 and RNP2 were located on  $\beta$ 3- and  $\beta$ 1-sheet, respectively. **d**, Conserved active sites in PfRRM and PfZnF. **e**, Model of *rsdA* pre-mRNA docking with CsdA. The docking sites on *rsdA* pre-mRNA showed CGGUAU. The docking sites on the CsdA amino acid sequence showed R368, R369, F373.

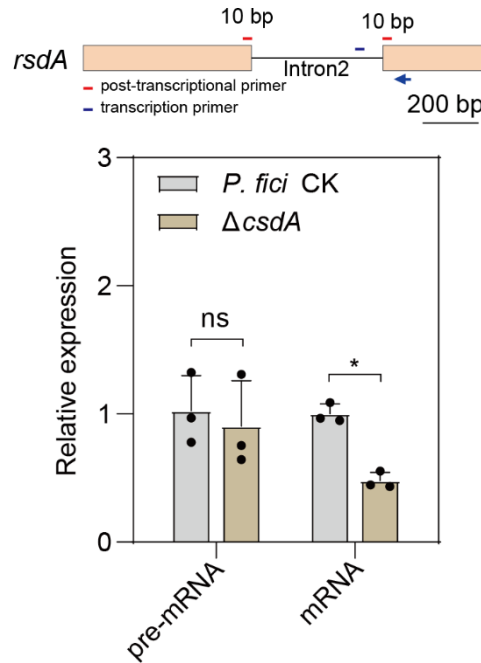

**Supplementary Figure 13. Relative abundance of *rsdA* intron 2 at transcriptional and post-transcriptional levels in  $\Delta csdA$  mutant compared with the control.** “pre-mRNA” represents the transcriptional level and “mRNA” represents the post-transcriptional level. The red dashes in the diagram represent the primers designed to amplify regions composed of exon-exon junctions after intron removal (mRNA), while the blue dashes represent the primers designed within the introns that remain unspliced (pre-mRNA). Data are presented as means  $\pm$  SD ( $n = 3$  biologically independent replicates). Statistical analysis was performed by using Two-way ANOVA (“ns”: not significant,  $p = 0.7865$ . Significant at  $*p = 0.0476$ ). Source data are provided as a Source Data file.

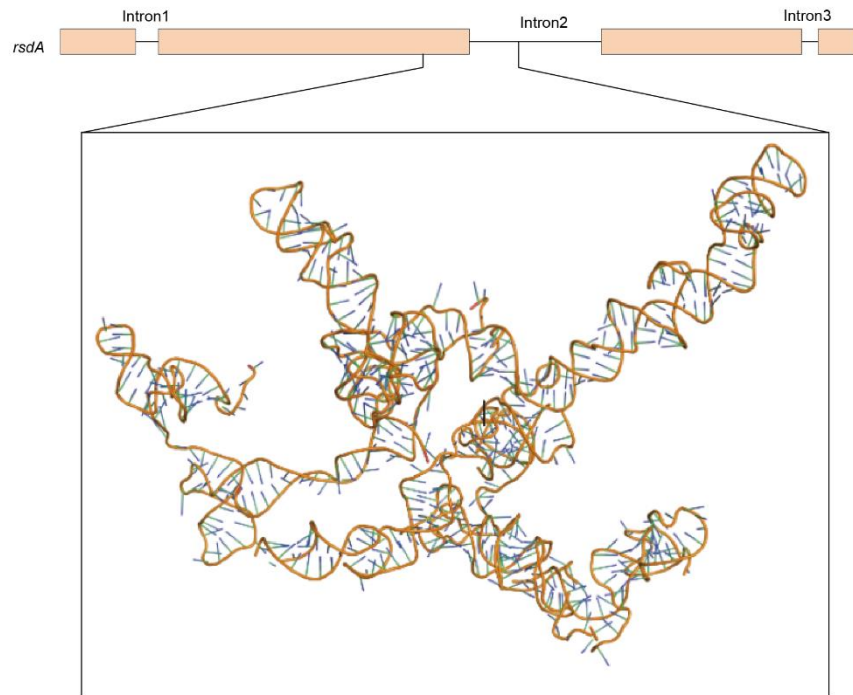

**Supplementary Figure 14. The structure of partial *rsdA* pre-mRNA sequence was predicted by 3DRNA software.**

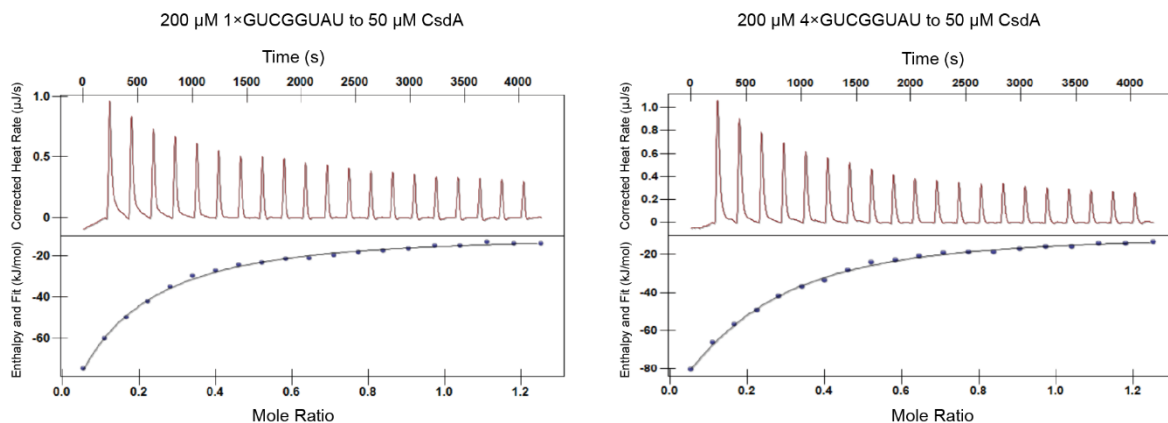

**Supplementary Figure 15. The binding of CsdA to GUCGGUAU was determined by isothermal titration calorimeter method.** At the left, 200  $\mu\text{M}$  RNA (1 $\times$ GUCGGUAU) was dribbled into a 50  $\mu\text{M}$  CsdA protein,  $K_d=19.74\pm3.67$   $\mu\text{M}$ . At the right, 200  $\mu\text{M}$  RNA (4 $\times$ GUCGGUAU) was dribbled into a 50  $\mu\text{M}$  CsdA protein,  $K_d=10.48\pm5.12$   $\mu\text{M}$ .

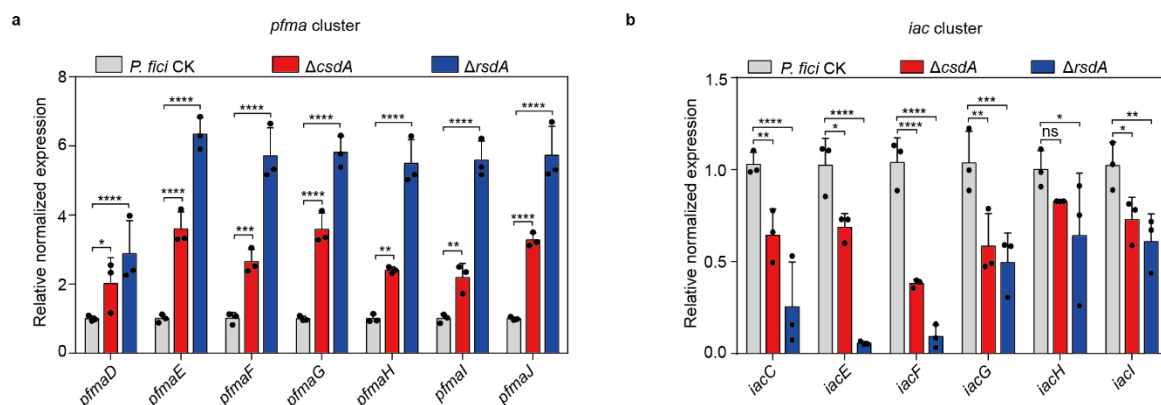

**Supplementary Figure 16. The expression level of representative secondary metabolite cluster genes regulated by CsdA and RsdA in *P. fici*.** **a**, Validation of gene expression levels within *pfma* cluster in *P. fici* and their mutants by qRT-PCR. **b**, Validation of gene expression levels within *iac* cluster in *P. fici* and their mutants by qRT-PCR. Data are presented as means  $\pm$  SD ( $n = 3$  biologically independent replicates). Statistical analysis was performed by using Two-way ANOVA. Significant at  $*p = 0.026$ ,  $**p = 0.0019$  (*pfmaH*) or  $0.0087$  (*pfmaI*),  $***p = 0.0003$  (**a**). “ns”: not significant,  $p = 0.2726$ ; Significant at  $*p = 0.0166$  (*iacE*),  $0.0102$  (*iacH*), or  $0.0387$  (*iacI*),  $**p = 0.006$  (*iacC*),  $0.0014$  (*iacG*), or  $0.0033$  (*iacI*),  $***p = 0.0002$  (*iacG*),  $****p < 0.0001$  (**b**). Source data are provided as a Source Data file.

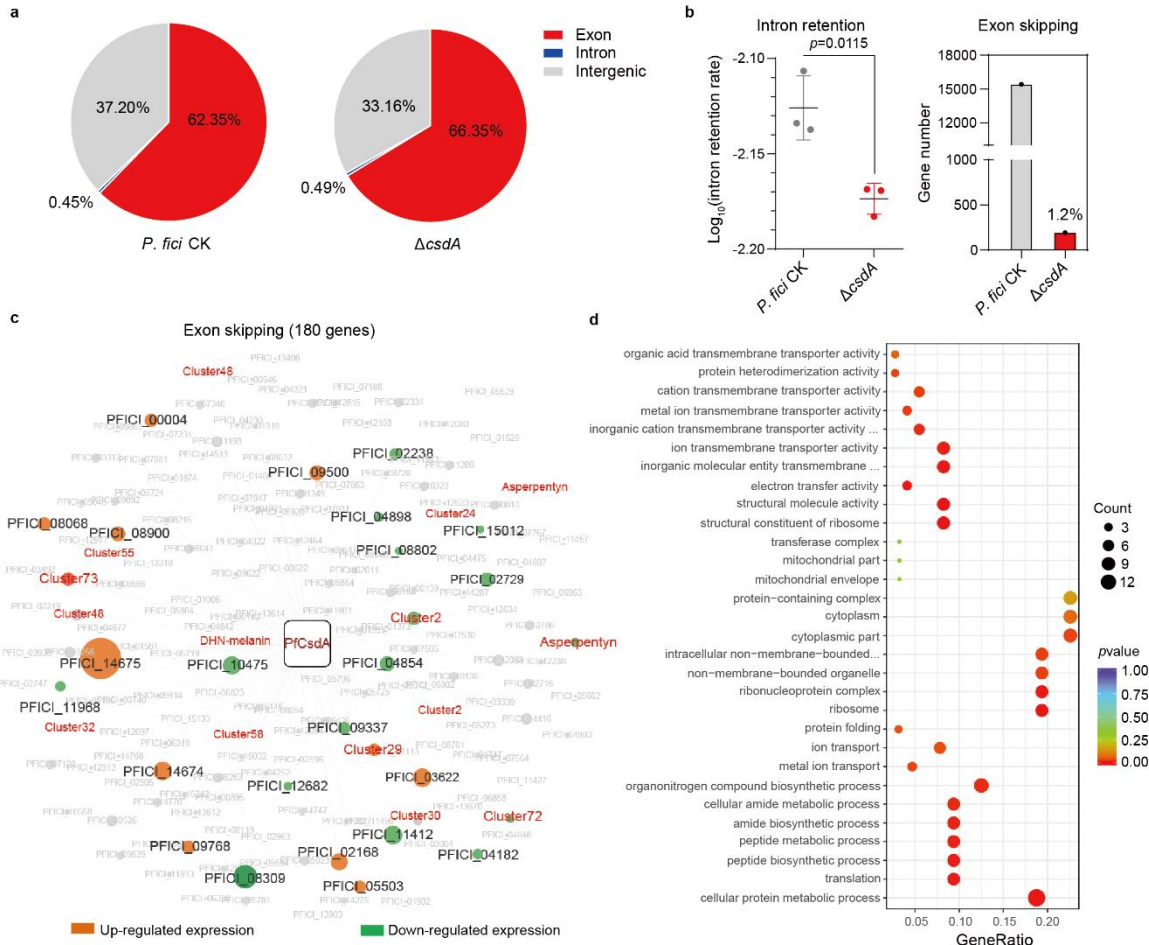

**Supplementary Figure 17. Transcriptomic analysis of alternative splicing genes mediated by CsdA in *P. fici*.** **a**, Distribution of total introns and exons in the transcriptome of control strain and  $\Delta csdA$  mutant in *P. fici*. **b**, Alternative splicing events in  $\Delta csdA$  mutant compared with control strain in *P. fici*. Data are presented as means  $\pm$  SD ( $n = 3$  biologically independent replicates). Statistical analysis was performed by using Two-way ANOVA (Significant at  $p = 0.0115$ ). **c**, Gene for exon skipping events in  $\Delta csdA$  mutant. Orange represents genes that were significantly up-regulated and green represents genes that were significantly down-regulated ( $|\text{Log}_2\text{foldchange}| > 1$ ). **d**, GO enrichment analysis of exon skipping genes. Source data are provided as a Source Data file.

# Supplementary material for: Fungal secondary metabolism is governed by an RNA-binding protein CsdA/RsdA complex
**Source:** Nat Commun. 2023 Nov 14;14:7351. doi: 10.1038/s41467-023-43205-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### Supplementary Data 1

Description: Mass spectrometry data of protein identifications. Sheet 1: Total proteins identified by mass spectrometry in a pull-down experiment. Sheet 2: RsdA and other non-specific binding proteins identified by mass spectrometry. Sheet 3: The total proteins of *P. fici* was identified. Sheet 4: Mass spectrum information of 10 candidate proteins. Sheet 5: Mass spectrum information of 201 potential RsdA interacting proteins.

### Supplementary Data 2

Description: Species information used to construct phylogenetic tree. Sheet 1: Species used to construct phylogenetic tree. Sheet 2: Proteins used to construct phylogenetic tree.

### Supplementary Data 3

Description: High resolution mass spectrometry data of metabolites in *P. fici*. Sheet 1: Total metabolic ion products detected in *P. fici* and its mutants ( $n = 2$  biologically independent replicates). Sheet 2: Total metabolic ionic products co-regulated by CsdA and RsdA ( $n = 2$  biologically independent replicates). Sheet 3: Metabolic ionic products co-upregulated by CsdA and RsdA ( $n = 2$  biologically independent replicates). Sheet 4: Metabolic ionic products down-regulated by CsdA and RsdA ( $n = 2$  biologically independent replicates). Sheet 5: Total metabolic ion products detected in *P. fici* and CsdA<sup>H26A-Y29A</sup> mutant ( $n = 3$  biologically independent replicates). Sheet 6: Total metabolic ion products detected in *P. fici* and CsdA<sup>ΔN-terminal</sup> mutant ( $n = 3$  biologically independent replicates). Statistical analysis was performed by using  $t$  test (two-tailed), and the exact  $p$  values were shown in Excel file. Differential metabolic ions:  $p < 0.05$ ,  $|\text{Log}_2\text{foldchange}| > 1$ .

### Supplementary Data 4

Description: RNA-seq data for regulated BGCs in *P. fici*. Sheet 1: RNA-seq data for regulated BGCs in  $\Delta\text{rsdA}$  mutant. 

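Supplementary Data 4 lists 825 genes of regulated clusters with the FPKM of the 9 libraries, log2 fold changes and p-values. The genes were chosen by the paper on these libraries. Over these genes, limma called 21 in Δ*csdA* and 295 in Δ*rsdA*, and 14 in both mutants, 2 of them in opposite directions. With a pseudocount of 0.1, the 3 counts were 15, 279 and 8. Of the 7425 FPKM values that the table gives, 7391 match the deposited files within 0.001 FPKM or 0.01%, and 34 values in 23 genes differ.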

Sheet 2: RNA-seq data for regulated BGCs in  $\Delta\text{csdA}$  mutant. Sheet 3: RNA-seq data for inversely regulated BGCs in  $\Delta\text{csdA}$  and  $\Delta\text{rsdA}$  mutants. Sheet 4: RNA-seq data for co-upregulated BGCs in  $\Delta\text{csdA}$  and  $\Delta\text{rsdA}$  mutants. Sheet 5: RNA-seq data for down-regulated BGCs in  $\Delta\text{csdA}$  and  $\Delta\text{rsdA}$  mutants. Statistical analysis was performed by using  $t$  test (two-tailed), and the exact  $p$  values were shown in Supplementary Data 4 ( $n = 3$  biologically independent replicates). Differential metabolic ions:  $p < 0.05$ ,  $|\text{Log}_2\text{foldchange}| > 1$ .

### Supplementary Data 5

Description: High resolution mass spectrometry data of metabolites in *A. fumigatus*. Sheet 1: Total metabolic ion products detected in *A. fumigatus* and its mutants ( $n = 2$  biologically independent replicates). Statistical analysis was performed by using  $t$  test (two-tailed), and the exact  $p$  values were shown in Excel file. Differential metabolic ions:  $p < 0.05$ ,  $|\text{Log}_2\text{foldchange}| > 1$ .

**Supplementary Data 6**

Description: Strains used in this study.

**Supplementary Data 7**

Description: Plasmids used in this study.

**Supplementary Data 8**

Description: Primers used in this study.

# Supplementary material for: Fungal secondary metabolism is governed by an RNA-binding protein CsdA/RsdA complex
**Source:** Nat Commun. 2023 Nov 14;14:7351. doi: 10.1038/s41467-023-43205-2
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Waters HPLC system e2695, Mascot website (2.7), Illumina NovaSeq 6000, Agilent HPLC 1200 system, Agilent Masshunter software (B.06.00), Zeiss Axioplan 2 imaging system (version 2), Real-Time PCR Detection System (CFX96), Thermal Cycler (C1000), Nano-Drop (C2000), Isothermal Titration Calorimetry (AFFINITY ITC LV).                                                                                                                                                                                                                                               |
| Data analysis   | antiSMASH (version 7.0), MEGA (version 7.0 and 6.06), RAxML (version 1.3.1), IMAGEJ2 (version 2.15.0), PyMOL (version 2.5), GraphPad (version 8), CRISPR design tool (version 5.4), Sequence Matrix (version 1.7.8), RAxML (version 1.3.1), iTOL (version v6), fastp (version 0.19.7), HISAT2 (version 2.1.0), Integrative Genomics Viewer (version 2.12.3), DESeq2 (version 1.20.0), XCMS software (Online version), OmicStudio tools (version 3.6), AlphaFold2 (version 2), 3DRNA (version v2.0), HADDOCK (version 2.4), Launch Nano Analyze software (version 3.11.0). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE241019 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE241019>]. Metabolomics data generated in this study have been deposited in the MassIVE database under accession code MSV000091220 [<https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?accession=MSV000091220>]. The data supporting the findings of the present study are available within the paper and its Supplementary Information. All relevant data, including further image and processed data, are available in Source Data. All DNA and amino acid sequences used in this study are available in the NCBI database [<https://www.ncbi.nlm.nih.gov/>]. All reported protein or domain structures used in this study are available in the PDB database [<https://www.rcsb.org/>]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                 |
|--------------------------------------------------------------------|-----------------|
| Reporting on sex and gender                                        | Not applicable. |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable. |
| Population characteristics                                         | Not applicable. |
| Recruitment                                                        | Not applicable. |
| Ethics oversight                                                   | Not applicable. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Quantitative assays were performed in three biological triplicates and mean and standard deviation values calculated to ensure reproducibility. At least three independent biological replicates to meet the minimum requirements for statistical analysis.<br>The ITC experiment performed two independent biological replications with good reproducibility, following de facto standards in the field. So we believe our sample sizes were appropriate. |
| Data exclusions | No data were excluded from the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Reproducibility was verified by performing two or three independent biological replicates and noted. All attempts of replication were successful.                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | Randomization was not appropriate for this study, and the experiments described in this study do not involve random allocation of samples.                                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | No blinding was involved during this study as it does not involve animal or human subjects or group allocation.                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involvement in the study                               |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

| n/a                                 | Involvement in the study                        |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

All antibodies used in the study are commercially available, including His-Tag Mouse Monoclonal Antibody (66005-1; RRID: AB\_11232599; PROTEINTECH, CHICAGO, USA), GST-Tag Mouse Monoclonal Antibody (66001-2; RRID: AB\_2881488; PROTEINTECH, CHICAGO, USA), HRP-Goat Anti-Mouse IgG (H+L) (SA00001-1; RRID: AB\_2722565; PROTEINTECH, CHICAGO, USA).

## Validation

All antibodies used in this study were certified and validated by manufacturers, as shown below:  
 His-Tag Mouse Monoclonal Antibody, <https://www.ptglab.com/products/His-Tag-Antibody-66005-1-Ig.htm>;  
 GST-Tag Mouse Monoclonal Antibody, <https://www.ptglab.com/products/GST-Tag-Antibody-66001-2-Ig.htm>;  
 HRP-Goat Anti-Mouse IgG (H+L), <https://www.ptglab.com/products/HRP-conjugated-Affinipure-Goat-Anti-Mouse-IgG-H-L-secondary-antibody.htm>.  
 No newly developed or unvalidated antibodies were included in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

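RNA from mycelia of *P. fici* control, Δ*csdA* and Δ*rsdA* strains was sequenced in 9 libraries, 3 per strain, after 5 days on PDA at 25 °C. The authors trimmed reads with fastp, mapped them with HISAT2 and deposited FPKM for each of 17719 transcripts, with replicates kept apart. The authors name DESeq2 for their own tests. The deposited FPKM of each library step in whole fragments. A whole-fragment solution within 0.004 fragments was found for all 17100 transcripts above 0, and for 0 of 1000 transcripts whose values were altered by up to 1%. In 3482 of the 17100, more than 1 gene length gave such a solution. The size of 1 fragment follows a median-of-ratios size factor of each library, not its total, so that the deposited FPKM already carry a scaling between libraries. Recovered totals were 2791907 to 3723988 fragments per library. Replicates differed by more than counting noise: the mean chi-square per gene between replicates, which counting noise alone sets near 1, was 7.03 to 64.0.

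From these FPKM, limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) was run on log2(FPKM + 1) for Δ*csdA* against the control, Δ*rsdA* against the control, and Δ*rsdA* against Δ*csdA*. Only the 6 libraries of the strains compared entered each fit, and only genes with a mean of at least 1 FPKM over them. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 in size. Other steps used Python 3.11.15 with pandas 2.3.3. Because the unit is FPKM, the main fits use no test for raw counts.

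The fit was tested on simulated data with the spread of the real genes. For Δ*csdA* it called 49% of genes changed by 1.5 and 96% of genes changed by 3 on the log2 scale, and 9 of 13958 unchanged genes. For Δ*rsdA* it called 32% and 95%, and 8 of 13949 unchanged genes. Changes were set only in genes above a floor in the control, 100 of each size, with noise independent between genes. The percentages thus do not hold for genes near the floor, nor for a comparison in which many genes change, as in Δ*rsdA*.

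Alternatives chosen before the data were examined were a pseudocount of 0.1, no filter, a filter of 5 FPKM, all 9 libraries in the fit, another median-ratio scaling, a block for the replicate number, weights for each sample, each library left out in turn, the adjusted p alone, the unadjusted p with the fold threshold and, for backbone genes, the fold alone. limma voom on the recovered fragments, and each library left out for the counts of unannotated transcripts, were added after seeing the data.

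Genes named in the text were chosen by a rule set before the data were examined: the deleted genes, the development genes, the candidates of Fig. 1d, the *pfma* and *iac* genes, *fnsA* and *ptaA*, whose values in the paper's tables had been seen; the 5 largest rises and 5 largest falls in each mutant among called genes whose libraries do not overlap the control; the 3 largest opposite changes; and up to 3 backbone genes per direction and mutant. Locus tags come from the reference gene table of the assembly PFICI, which matched every gene identifier in the files. That table gives no names beyond locus tags, and a genome sequence was not used here, so introns, splicing and the binding motif were not analysed here, and neither were *pfmaI* and *pfmaJ*. The paper's metabolite data and qRT-PCR values were not analysed here.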

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

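Of the transcripts in the deposited files, 13.0% are unannotated ones that the paper's results do not discuss. In Δ*rsdA*, 615 of the 1723 tested were called against the control, and in Δ*csdA*, 24 of 1722 were. The test of low values was set before its result was seen, and the counts with each library left out were chosen after the main counts were seen. The percentages that the paper gives for its DEGs come out with all 17719 transcripts as the total, so its counts seem to take these in; they are given here because the paper does not discuss them apart from the annotated genes. Low values near the floor would leave no calls at a mean of 5 FPKM or more. At that level 303 of 530 unannotated transcripts were called in Δ*rsdA* (57.2%), 128 higher and 175 lower, beside 39.8% of annotated genes, which argues against low values as the whole source. Under 5 FPKM the order is the other way, with 312 of 1193 unannotated transcripts called (26.2%) beside 34.1% of annotated genes. In Δ*csdA*, 20 of the 24 lay at 5 FPKM or more, and the 24 became 238 without control replicate 3, 4 without control replicate 1, 17 without control replicate 2 and 2 without any 1 of the Δ*csdA* libraries. In Δ*rsdA*, between 429 and 631 were called with each library left out. Whether these transcripts are parts of neighbouring genes, antisense RNA or separate genes was not tested, since no positions for them are in the files. An effect of the deletions stays open.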

How the results depend on the processing

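The alternatives were set before the data were examined, except voom on recovered fragments, and each library left out for the counts of unannotated transcripts, which were chosen after seeing the data. The test over choices of 3 of the 9 libraries was also chosen after the result was seen. Causes of the changes below were not tested, unless said.

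DEGs of Δ*csdA* against the control numbered 351, and 221 with a pseudocount of 0.1, 792 with all 9 libraries in the fit, 2436 with weights for each sample, 2247 at the unadjusted p, and 19 to 2957 with each library left out in turn. The highest came without control replicate 3 and the lowest without Δ*csdA* replicate 2. All 351 kept their call and direction without control replicate 3, and 28, 19 and 25 did without Δ*csdA* replicate 1, 2 and 3. Genes called in both mutants numbered 208, and 136, 468, 1324 and 1202 under the same 4 alternatives, and 10 to 1479 with each library left out. DEGs of Δ*rsdA* (5403) and of Δ*rsdA* against Δ*csdA* (6636) stayed within 1.5 times under every alternative run, at 4133 to 6166 and 4776 to 8419 (the highest at the adjusted p alone), and no shared call changed direction.

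Development genes called in Δ*csdA* numbered 0, and 1 with all 9 libraries, 2 with sample weights, 1 with voom, 2 at the unadjusted p, and 0 to 3 with each library left out. In Δ*rsdA* they numbered 3, and 5 at the adjusted p alone. Backbone genes called in Δ*csdA* numbered 2, and 1 with a pseudocount of 0.1 or no filter, 4 with all 9 libraries, 9 with sample weights or at the unadjusted p, 28 by fold alone, and 0 to 10 with each library left out. In Δ*rsdA* they numbered 21, and 13 with a filter of 5 FPKM, which tests fewer genes, and 54 by fold alone. Backbone genes called in both numbered 2, and 1 with a pseudocount of 0.1 or no filter, 5 with sample weights or at the unadjusted p, 21 by fold alone, and 0 to 6 with each library left out. The *pfma* counts (0 in Δ*csdA*, 5 in Δ*rsdA*, 5 between the mutants) were the same under every alternative run. The *iac* count in Δ*csdA* was 0, and 0 to 1 with each library left out, the 1 without control replicate 3. In Δ*rsdA* it was 7, and 8 with all 9 libraries, a replicate block, sample weights or voom, which called PFICI_04041 as well (adjusted p-values between 0.0283 and 0.0479 from limma), and 7 to 9 with each library left out. Between the mutants it was 7, and 9 with sample weights or voom, and 5 to 9 with each library left out. Pearson's r between the mutants' fold changes was 0.312, and 0.341 with a pseudocount of 0.1, a move larger than the SD of 0.0281 over the fits with a library left out. That yardstick was chosen after the main values were known.

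*rsdA* in Δ*csdA* was -0.88, and -1.23 to -0.44 with each library left out. *csdA* in Δ*rsdA* was -0.13, 0.08 with sample weights and -0.38 to 0.18 with each library left out. No value whose sign changed passed the threshold. Without control replicate 3, PFICI_04038 and PFICI_11288 in Δ*csdA* kept their sign and came near it, at 0.92 (adjusted p = 0.0268 from limma) and 0.99 (adjusted p = 0.0357 from limma). With each library left out, those in Δ*csdA* ran from -0.29 to 0.25 for *stuA*, -0.00 to 0.63 for *medA*, -0.40 to 0.017 for *rlmA*, -0.31 to 0.32 for PFICI_02808, -0.006 to 0.69 for PFICI_08909, -0.31 to 0.079 for PFICI_13471, -0.15 to 0.92 for PFICI_04038, -0.30 to 0.32 for PFICI_04045, -0.24 to 0.21 for PFICI_04046 and -0.27 to 0.99 for PFICI_11288. Those in Δ*rsdA* ran from -0.53 to 0.018 for *stuA*, -0.48 to 0.051 for *medA* and -0.64 to 0.30 for *ptaA*. With sample weights, *stuA* in Δ*rsdA* was 0.066, PFICI_04046 in Δ*csdA* 0.24 and *ptaA* in Δ*rsdA* 0.018; with voom, PFICI_02808 in Δ*csdA* was -0.001. *ptaA* in Δ*csdA*, not called at 1.06, was called with sample weights (1.62, adjusted p = 0.0246 from limma). So were, in Δ*csdA*, *vosA* (-1.17, adjusted p = 0.0262 from limma), *csnE* (1.68, adjusted p = 0.00389 from limma), PFICI_05786 (-1.32, adjusted p = 0.0351 from limma), *fnsA* (-1.71, adjusted p = 0.0191 from limma) and PFICI_13642 (-2.43, adjusted p = 0.0186 from limma), and in Δ*rsdA* PFICI_08314 (1.19, adjusted p = 0.00433 from limma). None of these changes is called in the chosen fit. Of 1892 values of named genes under alternatives, 1761 kept direction and side of the threshold, 73 fell short of it, 32 newly passed it and 26 changed sign.

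Libraries with the same replicate number did not deviate together (r of -0.055 to 0.125 across the 9 pairs), so the numbers do not pair the libraries. With a replicate block, 344, 5358 and 6588 genes were called in the 3 comparisons, 219 in both mutants and 1 backbone gene in both. The median-ratio scaling multiplies every library by the same factor, so it tests nothing about scaling. The motif of Fig. 5e was not searched for, and primers were not matched, since a genome sequence was not used here; these alternatives were not run. For each comparison, 1 of 10 splits of the 6 libraries, the real split, gave as many calls, and no other split gave any; with 10 splits this count by itself cannot exclude chance. Over all 9 libraries, the 3 Δ*rsdA* libraries correlated at 0.965 with each other and at 0.679 with the other 6 on average, and 1 of the 84 choices of 3 libraries, their own, lay as far apart from the rest (exact share 0.0119). That argues against a chance choice for the separation of Δ*rsdA*, and the test says nothing on Δ*csdA* against the control. The depth of 2791907 to 3723988 fragments per library limits what can be seen for genes near 1 FPKM.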

Differences from the paper's values

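The paper gives 1262 DEGs in Δ*csdA*, and 351 were called here; no alternative set before the data were examined came within 1.5 times of 1262. The nearest were 792 with all 9 libraries in the fit, 2247 at the unadjusted p, 2436 with sample weights and 2957 without control replicate 3. Supplementary Fig. 4b, read by eye, shows about 520 higher and about 750 lower, against 218 and 133 here. The number higher came within 1.5 times with all 9 libraries in the fit. The number lower did so with sample weights and at the unadjusted p. No other alternative set before closed these gaps.

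For genes regulated in both mutants the paper gives 720, and 208 were called here; no alternative came within 1.5 times, the nearest being 468 with all 9 libraries, 1202 at the unadjusted p and 1324 with sample weights. Supplementary Fig. 4c, read by eye, shows about 140 higher in both and about 430 lower in both, against 62 and 103 here. The number higher in both came within 1.5 times with all 9 libraries. The number lower in both did so with sample weights, at the unadjusted p and without control replicate 3.

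For backbone genes changed in Δ*csdA* the paper gives 45, and 2 were called here; no alternative came within 1.5 times, the fold alone giving 28. The p-values printed for these 45 in Supplementary Data 4 are under 0.05 for 17 and 0.05 or more for 28. In Δ*rsdA* the paper gives 54 and 21 were called here; the fold alone gives 54, and no other alternative came within 1.5 times. The 54 by fold alone are not the same genes: 51 are among those listed, and 3 listed genes (*ptaA*, PFICI_11756 and PFICI_06068, named after their values were seen) are replaced by 3 unlisted ones (PFICI_08077, PFICI_04785 and PFICI_00149, likewise). PFICI_08077 passes only because its control mean was 0 FPKM. The p-values printed for the 54 listed are under 0.05 for 39 and 0.05 or more for 15. The legend of Supplementary Fig. 6 gives a *t* test for the p-values of that table, whereas the paper's methods name DESeq2 for differential expression, so the test behind the printed p-values is in doubt. For both mutants the paper gives 38, and 2 were called here, 21 by fold alone. The paper gives 24 with the same trend, against 1 here and 15 by fold alone, and 14 with the opposite trend, against 1 here and 6 by fold alone. Of the 24, the paper gives 9 higher and 15 lower in both, against 1 and 0 here and 6 and 9 by fold alone; the 6 lies within 1.5 times of the paper's 9, and no other of these counts came within 1.5 times. The 61 backbone genes named in the paper's figure were followed here, where the paper counts over 76.

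On the scale of the ratio of group means, the log2 fold change printed in Supplementary Data 4 for *pfmaE* in Δ*csdA* is the paper's 1.02, against 0.12 from the deposited FPKM; for *pfmaG* in Δ*rsdA* it is the paper's 9.23, against 10.27; and for *ptaA* in Δ*rsdA* it is the paper's -1.36, against -0.065. The FPKM printed in that table, some of which differ from the deposited files for *ptaA* and *pfmaE*, give -1.36 for *ptaA* and 1.19 for *pfmaE*. The printed FPKM of *pfmaG* match the deposited files, and the source of its gap was not tested. The alternatives were not computed on this scale.

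The paper states that *vosA* was significantly lower in both mutants, and its figure legend gives a *t* test. Here it was lower in both. At the unadjusted p with the fold threshold, and adjusted over the development genes alone, it passed in Δ*csdA* too. Adjusted over all genes tested, it was called in Δ*rsdA* and not in Δ*csdA* (adjusted p = 0.0912 from limma). There it passed the threshold with sample weights (adjusted p = 0.0262 from limma) and without control replicate 3 (adjusted p = 0.0164 from limma). The range over the alternatives of that result was 0.0164 to 0.285 in the fits with a library left out. The paper states that *rsdA* was significantly reduced in Δ*csdA*, by qRT-PCR and in these libraries. In the libraries it was lower here by 0.88 on the log2 scale and not called, except without control replicate 3. The qRT-PCR was not analysed here. The paper states that the *pfma* genes were negatively regulated by CsdA as well as RsdA, and gives qRT-PCR as further support, which was not analysed here. Of the 5 followed here, 0 were called in Δ*csdA* by limma under any alternative run, and all 5 in Δ*rsdA*. In Δ*csdA*, *pfmaE*, *pfmaF* and *pfmaH* lay below the filter of the main fit. *pfmaF* was at 0 FPKM in every control and Δ*csdA* library, so it could not be called there. By the ratio of group means with no test, *pfmaD* and *pfmaG* rose in Δ*csdA* by 1.14 and 1.42 on the log2 scale. These lie near the paper's 1.17 and 1.51, whereas *pfmaE* rose by 0.12 beside the paper's 1.02. *pfmaF* and *pfmaH* have no such ratio, since their control mean was 0 FPKM.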

Other observations

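The tests of the control label, of the fragments in control replicate 3 and of rounding or scaling in Supplementary Data 4 were chosen after the result was seen; the other tests below were set before their result was seen.

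Control replicate 3 lies nearer to the Δ*csdA* libraries than to the other controls. Over 14463 genes its correlation with each Δ*csdA* library was at least 0.936, and with each other control at most 0.92. A Δ*csdA* library under a control label is argued against by *csdA*, at 34.1 FPKM in control replicate 3 and at 0 in all 3 Δ*csdA* libraries. A lower depth is argued against by its fragments, 98.1% of the mean of the other controls. Without the 100 most abundant genes the lowest correlation with a Δ*csdA* library was 0.932, against at most 0.914 with the other controls, and for rank correlation, which no scaling factor moves, it was 0.93 against 0.911. Across genes with no library in common, control replicate 3 minus another control correlated with Δ*csdA* minus the remaining control at 0.426 and 0.436, so the same genes may move in control replicate 3 and in Δ*csdA*. Whether a state of growth, a batch or another property of the cultures is behind this was not tested; the records give no batch.

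Of the 7425 FPKM values in Supplementary Data 4, 34 in 23 genes differ from the deposited files, and 28 of the 34 belong to backbone genes, which are 61 of the 825 genes. Of the 23 genes, 19 are among those 61 and 4 are not. The values that match are 99.5% of all, so rounding or another scaling of the same values would not give this. Of the 32 differing values above 0, 5 are a whole number of fragments at the gene's length (within 0.02 fragments), where 100.0% of 6106 matching values are, which argues against another count of the same reads at the same length and scale. In 24 of the 34, the value of the table and the deposited value, at 2 decimals, differ in a single digit place, as for PFICI_10058 in control replicate 3, at 35.8 in the table and 75.8 in the files, and *ptaA* in Δ*rsdA* replicate 1, at 5.14 and 25.1. The *pfma* genes are touched too: *pfmaF* (PFICI_07102) is at 1.532, 1.339 and 1.555 in the 3 Δ*csdA* libraries in the table and at 0 in the files, and 3 values of *pfmaE* differ, 2 of them in Δ*csdA*. For 32 pairs of a listed backbone gene and a mutant that these values touch, the ratio of means lay past 2-fold in the listed direction for 32 with the table's values and for 13 with the deposited values, a pair with a mean of 0 in the mutant included, and of the 31 other pairs, it was farther in the listed direction with the table's values for 26. No biological explanation was tested, and how the differences arose was not determined.

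Genes next to each other on the genome change together in Δ*rsdA*. In the order of locus tags, the log2 fold changes of side-by-side genes correlated at 0.3 over 10713 pairs, where the highest of 1000 shuffled orders gave 0.029, so chance placement is argued against. Without the cluster genes of Supplementary Data 4 it was 0.288, so those clusters alone do not account for it. Genes 5 apart correlated at 0.033, under the highest shuffled value of 0.036, as reads shared between adjoining genes would give; shared regulation of side-by-side genes would give it too, and the values here do not decide between these. In Δ*csdA* the correlation was 0.301 side by side and 0.085 at 5 apart, above the highest shuffled value of 0.033. Genes are not independent replicates.

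Among the 10 candidates of Fig. 1d, which include *csdA*, PFICI_13986 rose from 0.547 to 658 FPKM in Δ*rsdA* (log2 fold change 8.79), and PFICI_04808, PFICI_05786, PFICI_00335 and PFICI_02808 changed by -3.97, -3.15, -3.02 and -1.35. The call of PFICI_00335 was lost without control replicate 1 and that of PFICI_02808 without Δ*rsdA* replicate 1. PFICI_02808 also lost its call with sample weights, where its change of -0.96 lay under the threshold for the size of the change. PFICI_08314, PFICI_08909, PFICI_13471 and PFICI_15038 were not called in either mutant. PFICI_08314 was called in Δ*rsdA* without control replicate 2 or 3 (adjusted p = 0.0348 and 0.0253 from limma), and PFICI_00335 in Δ*csdA* without control replicate 3 (adjusted p = 0.00603 from limma).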
